# Integrated RNA Sequencing and QTL Mapping to Identify Candidate Genes from *Oryza rufipogon* Associated with Salt Tolerance at the Seedling Stage

**DOI:** 10.3389/fpls.2017.01427

**Published:** 2017-08-15

**Authors:** Shanshan Wang, Meng Cao, Xin Ma, Weikang Chen, Jie Zhao, Chuanqing Sun, Lubin Tan, Fengxia Liu

**Keywords:** common wild rice, introgression line, seedling stage, salt tolerance, QTL analysis, RNA-seq

## Abstract

Soil salinity is a common abiotic stress affecting crop productivity. To identify favorable alleles from wild rice (*Oryza rufipogon* Griff.) that enhance salinity tolerance of rice (*O. sativa* L.), a set of introgression lines (ILs) were developed. The ILs were derived from an *O. rufipogon* accession collected from Chaling (Hunan Province, China) as the donor, and a widely grown *O. sativa indica* cultivar 93-11 as the recipient. Through evaluating the salt tolerance of 285 ILs at the seedling stage, a total of 10 quantitative trait loci (QTLs) related to salt tolerance were identified on chromosomes 1, 5, 7 and 9–12, with individual QTLs explaining 2–8% of phenotypic variance. The *O*. *rufipogon*-derived alleles at four QTLs improved salt tolerance in the 93-11 background. At the same time, a salt-tolerant IL, 9L136, was identified and characterized. Compared with the recipient parent 93-11, a total of 1,391 differentially expressed genes (DEGs) were detected specifically in 9L136 between salt stress and normal condition through genome-wide expression analysis. Of these, four DEGs located in the QTL regions carried by 9L136, suggesting that the four genes might be candidates associated with salt tolerance. Both the highly salt-tolerant ILs and the favorable *O. rufipogon*-derived QTLs identified in the present study will provide new genetic resources for improving the resistance of cultivated rice against salinity stress using molecular breeding strategies in the future.

## Introduction

Soil salinity is one of the most common abiotic stresses affecting crop growth and productivity worldwide (Hoang et al., 2016). It is estimated that 20% of the total cultivated and 33% of irrigated agricultural land are affected by salinity (Epstein et al., 1980). Many adaptation and mitigation strategies are required for crops to cope with the impacts of salinity. However, these strategies are cost intensive and time-consuming. Compared with improving saline soil, enhancing resistance of crop plants against salinity stress by breeding and genetic manipulation is an effective and low-cost approach. Rice (*Oryza sativa* L.), one of the most important food crops in the world, has medium sensitivity to salinity stress, and shows symptoms of damage and a dramatic reduction in productivity when the soil soluble salt reaches 0.3% (Akbar et al., 1972). Especially at the seedling stage, salt stress is more likely to cause growth retardation or death of rice, resulting in significant yield reductions (Zeng et al., 2001; Zhao et al., 2014). Therefore, further enhancing salt tolerance at the seedling stage would be helpful to improve environmental adaptation and increase yield in rice.

In the past decades, many QTLs/genes associated with adaptation to salt stress have been identified in rice (Lin et al., 1998, 2004; Koyama et al., 2001; Ren et al., 2005; Huang et al., 2009; Kumar et al., 2015; Liang et al., 2015). One QTL, related to survival time under salt stress at the seedling stage, was detected near the marker locus RG3 on chromosome 5 using a recombinant inbred population, and explained 11.6% of phenotypic variation (Lin et al., 1998). Through evaluating five phenotypic traits associated with salt tolerance, including sodium (Na^+^) and potassium (K^+^) content, a total of 11 QTLs were located on chromosomes 1, 4, 6, and 9, which explained 6.4–19.6% of phenotypic variation (Koyama et al., 2001). In addition, two major QTLs for shoot Na^+^ and K^+^ concentrations, *qSNC-7* and *qSKC-1*, were found on chromosomes 7 and 1, and explained 48.5 and 40.1% of phenotypic variation, respectively (Lin et al., 2004). Using a genome-wide association study for 220 rice accessions, 20 single nucleotide polymorphisms (SNPs) significantly associated with Na^+^/K^+^ ratio, and 44 SNPs with other traits observed under stress conditions were identified at the reproductive stage (Kumar et al., 2015). Additionally, 11 loci containing 22 significant salt tolerance-associated SNPs were identified at the seed germination stage using a similar method (Shi et al., 2017). Through map-based cloning, a salt-tolerance related QTL, *SKC1*, was isolated, which encoded a member of the HKT-type transporters, regulating K^+^/Na^+^ homeostasis under salt stress (Ren et al., 2005). The *DST* gene (*drought and salt tolerance*), encoding a C2H2-type zinc finger transcription factor, was cloned and had a negative effect on drought and salt tolerances through regulating stomatal closure in rice (Huang et al., 2009). In conclusion, salt tolerance is controlled by complex genetic mechanisms in rice, which remain unclear.

Common wild rice (*O. rufipogon* Griff.), the wild progenitor of Asian cultivated rice (*O. sativa* L.), is an important primary gene pool for improving rice. Many favorable genes have been identified and characterized from wild rice (Tian et al., 2006, 2011; Zhang et al., 2006; Tan et al., 2007; Garcia-Oliveira et al., 2009), which can increase rice yield, improve grain quality, and enhance resistance to both biotic and abiotic stresses. Here, to exploit beneficial alleles for salt tolerance from wild rice, we evaluated the salt tolerance of a set of introgression lines (ILs) derived from a cross between an elite *indica* cultivar 93-11 and an *O. rufipogon* accession (Chaling common wild rice) from China, and identified QTLs for salt tolerance. Four candidate genes in QTL regions associated with salt tolerance were identified through integrating RNA sequencing and QTL mapping. The results will aid in utilizing alien alleles to improve tolerance to salt stress in modern rice breeding.

## Materials and Methods

### Plant Materials

A set of ILs was derived from a cross between elite *indica* cultivar, 93-11, and an *O. rufipogon* accession (Chaling common wild rice) from Chaling (Hunan Province, China) based on an advanced backcross (BC_3_) and consecutive selfing strategy (Supplementary Figure S1) as described previously (Ma et al., 2016). A total of 285 ILs were evaluated for salt tolerance and genotype using 142 simple sequence repeat (SSR) markers.

### Phenotypic Evaluation

Seeds of both the recurrent parent 93-11 and 285 ILs were surface-sterilized in 5% sodium hypochlorite for 30 min and washed three times with distilled water, and then germinated at 30°C for 2 days. Finally, uniformly germinated seeds were sown in holes in thin Styrofoam board (with 96 holes and a nylon net bottom), floated on water for 4 days, and then transferred to float on Yoshida’s culture solution (Yoshida et al., 1976; Tian et al., 2011). About 14 days after germination, 10 normal seedlings of each line and the recurrent parent 93-11 with two and a half leaves were transferred to culture solution containing 125 mM NaCl and full-strength Yoshida’s solution. Both the survival rate and salt tolerance score (STS) of each line were measured after 9 days of salt treatment and 7 days of recovery. The survival rate was the percentage of living seedlings in the total number of seedlings. The STS was divided into five grades as described by Gregorio and Senadhira (1993) and Tian et al. (2011) with some modification (Supplementary Figure S2): Grade 0 included seedlings that died or were close to death; Grade 1 had significantly inhibited seedling growth and a survival rate of leaves of less than 20%; Grade 2 had some inhibition of seedling growth, plants had three leaves, and a survival rate of leaves of 20–40%; Grade 3 included seedlings with normal growth, plants that reached the four-leaf stage, and a survival rate of leaves of 40–60%; Grade 4 was seedling growth close to normal and a survival rate of leaves of 60–80%; and Grade 5 was normal seedling growth, with only the leaf tips of leaves being dry, and a survival rate of leaves of 80–100%.

### DNA Extraction and SSR Analysis

Using the cetyltrimethyl ammonium bromide method (Rogers and Bendich, 1988), DNA of fresh leaves was extracted after grinding in liquid nitrogen. Primers to amplify SSR sequences were synthesized based on sequence information (McCouch et al., 2002). PCR amplification, polyacrylamide denaturing gel electrophoresis, and silver-staining were performed as described previously (Panaud et al., 1996).

### Genotyping

Based on the genotypic analysis of 285 ILs using 142 polymorphic SSR markers, QTLs for salt tolerance were determined using single-point analysis in Map Manager QTXb17 (Manly et al., 2001). The statistical threshold for single-point analysis was *P* < 0.01 and LOD ≥ 2. The proportion of observed phenotypic variance explained by a QTL was estimated by the coefficient of determination (*R*^2^) from the corresponding linear model fitting.

### Measurement of Physiological Characteristics

Six physiological characteristics associated with abiotic stress were measured as described previously (Yemm and Willis, 1954; Beauchamp and Fridovich, 1971; Dhindsa et al., 1981; Nakno and Asada, 1981; Ie-sung et al., 2003): contents of proline and soluble sugars, and activities of malondialdehyde, superoxide dismutase, catalase, and peroxidase. Both 93-11 and a highly salt-tolerant IL 9L136 were grown to the two and a half leaf-stage, and then transferred to culture solution containing 125 mM NaCl for the salt treatment. The seedlings were harvested quickly at different time points (0, 1, 2, 3, and 4 days after salt treatment) for measurement of physiological characteristics. Each experiment was replicated three times.

### RNA-seq Analysis

Total RNA was isolated from roots of the recurrent parent 93-11 and IL 9L136 under salt treatment (1 h after treatment, ST) and control (0 h, CK) using TRizol (Invitrogen, Carlsbad, CA, United States) and purified using a Qiagen RNeasy kit (Qiagen, Germany). Each sample had three biological replicates. The purified RNA was used to construct the cDNA library using a NEBNext Ultra RNA Library Prep kit. The 12 libraries (including root samples from 9L136 and 93-11 before and 1 h after application of salt stress, and each sample had three biological repeats, *n* = 3) were subsequently sequenced using an Illumina HiSeq2500 Sequencer. After removing adaptor sequences and low-quality reads, the high-quality paired-end reads were mapped to the Nipponbare reference genome (MSU Rice Genome Annotation Project Release 7) using the spliced read mapper TopHat version 2.0.12 (Kim et al., 2013). Principal component analysis (PCA) was performed using the prcomp function in R software with default settings to interpret the relatedness among all replicas in each genotype (R Development Core Team, 2012). Significant differentially expressed genes (DEGs) were determined based on a threshold of twofold expression change and false discovery rate (FDR) < 0.05 using Cuffdiff, one module of Cufflinks (Trapnell et al., 2012).

### Validation of RNA-Seq Data by Quantitative Real-Time RT-PCR (qRT-PCR)

RNA samples were reverse transcribed into cDNA using a SuperScript III RT kit (Invitrogen, Carlsbad, CA, United States; Cat. No. 18080-044). The cDNA samples were subjected to qRT-PCR quantification with three biological replicates and performed with SYBR Green Master Mix (Applied Biosystems, Foster City, CA, United States; PN 4309155) according to the product manual on a CFX96 Real Time System (Bio-Rad, Hercules, CA, United States). Reference genes and specific gene primers are listed in Supplementary Table S1. The relative quantification method was used to evaluate the quantitative variation between the replicates examined.

## Results

### Evaluation of Salt Tolerance of Wild Rice Introgression Lines at the Seedling Stage

To identify *O. rufipogon*-derived favorable alleles associated with salt tolerance, we investigated both STS and survival rate of 285 ILs and the recurrent parent 93-11 under 125 mM NaCl treatment. Phenotypic measurement showed that the frequency distributions of the two traits in the IL population accorded with the normal distribution, and both STS and the survival rate of the recurrent parent 93-11 (1.07 and 43%) were lower than the means for ILs (1.81 and 54%) at the seedling stage (**Figure 1** and **Table 1**). The results indicated that the recurrent parent 93-11 was more susceptible to salt stress, and that the *O. rufipogon* genome might harbor beneficial alleles associated with enhanced salt tolerance in the cultivated rice background.

**FIGURE 1:**
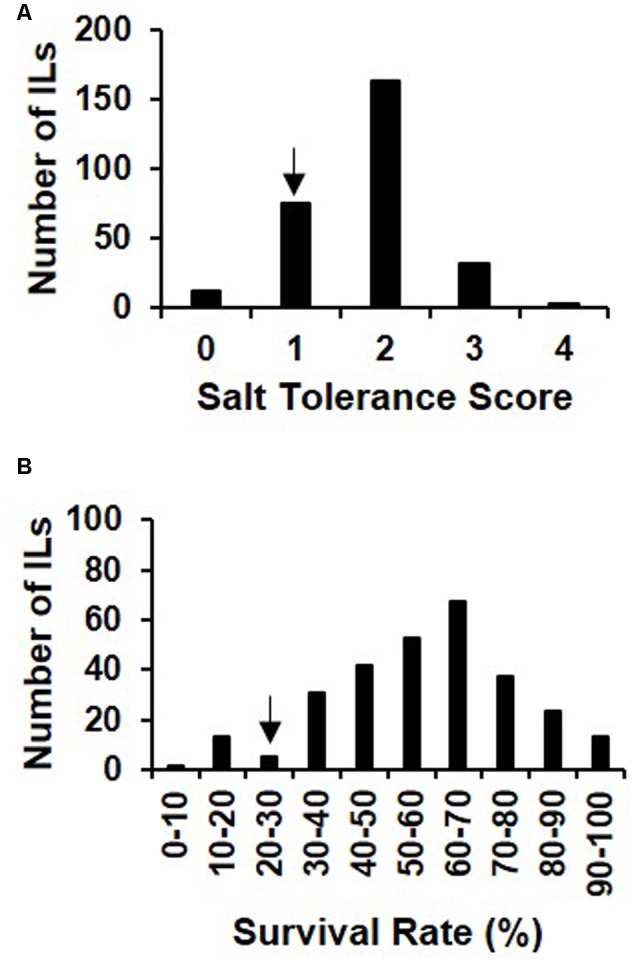
Frequency distribution of salt tolerance score **(A)** of seedlings and survival rate **(B)** in introgression lines under 125 mM NaCl treatment for 9 days and recovery for 7 days. The phenotype of the recurrent parent, 93-11, is indicated by arrows.

**Table 1:** Observations of salt tolerance in the recipient parent 93-11 and introgression lines at the seedling stage.

Traits	93-11	Introgression lines				
		Average	Range	Coefficient of variation	Skewness	Kurtosis
STS	1.07	1.81 ± 0.67	0.07–3.82	0.37	–0.07	0.21
Survival rate	43%	54 ± 16%	7–100%	0.3	–0.43	0.33

### QTL Analysis for Salt Tolerance at the Seedling Stage

Based on the genotypic analysis of 285 ILs using 142 polymorphic SSR markers, a total of 1358 chromosomal segments from *O. rufipogon* were detected, including 1082 homozygous and 276 heterozygous segments (Supplementary Table S2). Using single-point analysis, a total of 10 QTLs associated with salt response were identified (**Figure 2** and **Table 2**). They were located on chromosomes 1, 5, 7 and 9–12, and each QTL explained 2–8% of the phenotypic variation (**Figure 2** and **Table 2**). Additionally, the *O. rufipogon*-derived alleles at four loci (40% of QTLs) improved salt tolerance. Among these QTLs, six located on chromosomes 1 and 9–12 were detected using STS and survival rate as indexes. For example, *qST10* was located near the SSR marker RM258 on chromosome 10, and *qST12* near SSR marker RM7102 on chromosome 12. Moreover, alleles from *O. rufipogon* at the two QTLs could improve salt tolerance at the seedling stage in the 93-11 background. However, the other four QTLs (*qST5-1, qST5-2, qST1-2* and *qST7*) were only detected by one index.

**FIGURE 2:**
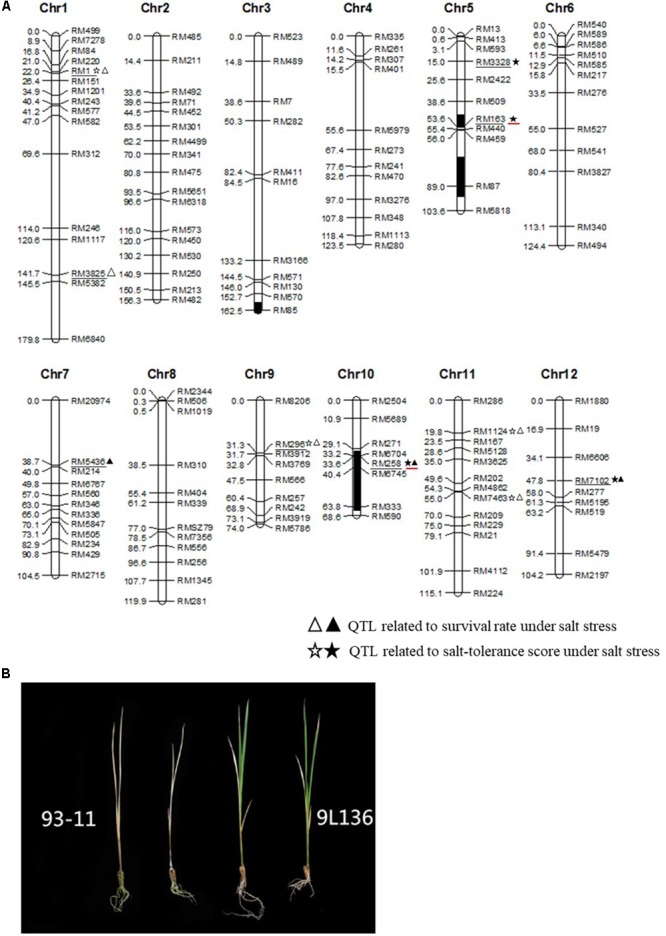
Chromosomal location of salt tolerance-related QTLs **(A)** and the 9L136 and 93-11 phenotypes treated with 125 mM NaCl for 9 days **(B)**. Symbols on the right of chromosomes indicate the positions of putative QTLs for salt tolerance-related traits. The closed symbols indicate that the *O. rufipogon*-derived alleles conferred a positive effect on salt tolerance-related traits, and the open symbols indicate a negative effect. The markers related to QTLs for salt tolerance are underlined with black. In the graphical genotypes, the black regions indicate homozygous regions from Chaling common wild rice in 9L136 and the white regions indicate homozygous regions for recurrent parent 93-11. The QTLs enhancing salinity tolerance and located on the introgressed region in 9L136 are underlined with red.

**Table 2:** QTLs for salt tolerance at the seedling stage identified using *O. rufipogon* introgression lines.

Traits	Chr.	QTL	Marker	LOD	PV (%)	*P*-value	Add.
STS	1	*qST1-1*	RM1	3	4	0.001	–0.3
	5	*qST5-1*	RM3328	2	8	0.003	0.64
	5	*qST5-2*	RM163	2	8	0.006	0.62
	9	*qST9*	RM296	3	4	0	–0.26
	10	*qST10*	RM258	2	4	0.001	0.42
	11	*qST11-1*	RM1124	3	5	0.001	–0.69
	11	*qST11-2*	RM7463	3	5	0.001	–0.45
	12	*qST12*	RM7102	2	4	0.001	0.43
Survival rate	1	*qST1-1*	RM1	3	5	0	–0.08
	1	*qST1-2*	RM3825	2	2	0.009	–0.04
	7	*qST7*	RM5436	2	4	0.007	–0.11
	9	*qST9*	RM296	3	5	0	–0.06
	10	*qST10*	RM258	2	4	0.002	0.09
	11	*qST11-1*	RM1124	2	5	0.001	–0.12
	11	*qST11-2*	RM7463	2	4	0.001	–0.07
	12	*qST12*	RM7102	2	4	0.007	0.12

*Chr., chromosome; PV, phenotypic variation; Add., additive effect.*

### Analysis of Salt-Tolerant Introgression Lines

To select the genetic materials for further breeding salt-tolerant rice varieties and cloning salt tolerance-related genes, we performed six independent-experiment evaluations and identified four ILs (9L19, 9L46, 9L136, and 9L201), which showed stable salt tolerance in multiple experiments, and had significantly higher STS and survival rates than those of the recurrent parent 93-11 (**Table 3**). Comparison of introgression segments with chromosomal location of QTLs carried by ILs showed that the four lines harbored two positive-effect QTLs for salt tolerance from *O. rufipogon* (**Table 3** and Supplementary Figure S3). Notably, the highly salt-tolerant IL 9L136 carrying two salt tolerance-related QTLs (*qST5-2* and *qST10*) (**Figure 2**), had the highest STS and survival rate among the four ILs, and its average survival rate was 84%, which increased by 95.3% compared with 93-11 (**Table 3**). Therefore, 9L136 was chosen for further characterization, as a highly salt-tolerant IL.

**Table 3:** QTLs included in the introgressed segments carried by four selected salt-tolerant introgression lines.

Number	Salt-tolerance	Survival	QTLs
of ILs	score	rate	included
9L19	2.80 ± 1.83	63 ± 40%	*qST5-1, qST5-2*
9L46	3.11 ± 1.23	76 ± 25%	*qST5-1, qST5-2*
9L136	3.67 ± 0.69	84 ± 12%	*qST5-2, qST10*
9L201	2.48 ± 1.31	60 ± 25%	*qST5-1, qST1-2*
93-11	1.07 ± 0.53	43 ± 31%	

### Physiological Characteristics of the Salt-Tolerant Line 9L136

Generally, salt stress is accompanied by osmotic stress, leading to reactive oxygen species damage and osmolyte accumulation (Abraham et al., 2003; Mittler et al., 2004; Miller et al., 2010; Farmer and Mueller, 2013). To investigate the physiological basis for the improved stress tolerance of 9L136, we measured the contents of proline and soluble sugar and activities of malondialdehyde, superoxide dismutase, catalase, and peroxidase in 9L136 and 93-11 under normal and salt-stress conditions. The activities of superoxide dismutase, catalase, and peroxidase were all significantly higher in 9L136 than 93-11 under salt stress (*P* < 0.05, **Figures 3A–C**), and 9L136 had a distinctly lower malondialdehyde content in response to 4 days of salt treatment compared with 93-11 (*P* < 0.01, **Figure 3D**). We also investigated the contents of soluble sugars, a class of compatible osmolytes, and observed that this was significantly higher in 9L136 than in 93-11 under salt treatment for 2, 3, and 4 days (**Figure 3E**). Additionally, the proline content in 9L136 was significantly higher than that in 93-11 under salt stress (**Figure 3F**). Overall, the results implied that 9L136 did not suffer from oxidative stress as much as the recurrent parent 93-11 during salt stress, suggesting that favorable alleles from wild rice carried by 9L136 might improve the salt tolerance of rice in the 93-11 background.

**FIGURE 3:**
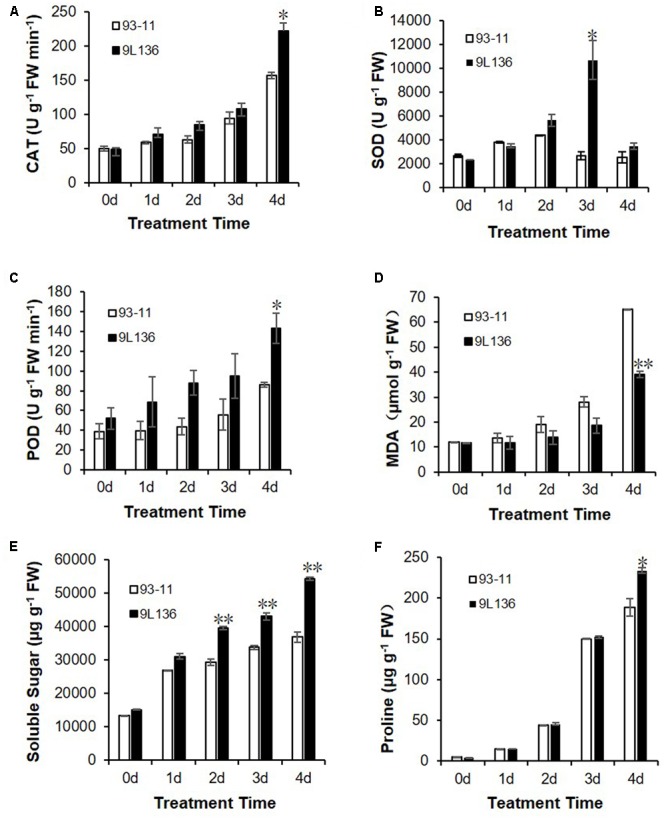
Comparison of physiological characteristics between salt-tolerant line 9L136 and recurrent parent 93-11 under salt stress conditions (125 mM NaCl). Physiological characteristics included the activities of catalase (CAT) **(A)**, superoxide dismutase (SOD) **(B)**, peroxidase (POD) **(C)**, and malondialdehyde (MDA) **(D)**, and the contents of soluble sugars **(E)** and proline **(F)**. Data are means ± standard deviation with three replicates. Asterisks represent significant differences between 93-11 and 9L136 using Student’s *t-*test: ^∗^*P* < 0.05 and ^∗∗^*P* < 0.01.

### Identification of Salt Tolerance-Related Candidate Genes in Wild Rice

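Roots of the recurrent parent 93-11, an indica variety, and of 9L136, an introgression line that carries segments of common wild rice in the 93-11 background, were sampled before salt treatment (0 h, CK) and after 1 h in 125 mM NaCl (ST). Each of the 4 groups (93-11-CK, 93-11-ST, 9L136-CK and 9L136-ST) had 3 biological replicates, which gave 12 RNA-seq libraries. The authors removed adaptors and low-quality reads, mapped the paired-end reads to the Nipponbare reference genome with TopHat, and used Cufflinks to express each locus of the MSU annotation as FPKM, the number of fragments scaled for transcript length and for the mapped fragments of the library. The deposited files hold these FPKM values for each library and locus, and no read counts. Each file lists 55991 rows. After 4 locus IDs that occur in more than 1 row (9 rows) and 2 loci with an unreadable value in a library were left out, 55980 loci remained. According to Supplementary Table S4, the number of mapped reads per library was between 34258272 and 49287106 in 93-11-CK (median 36525071), between 35544661 and 44636089 in 93-11-ST (median 39426516), between 39501637 and 44389155 in 9L136-CK (median 43381200) and between 55642520 and 67246059 in 9L136-ST (median 56964829). The 9L136-ST libraries were therefore the deepest. Fold changes were computed on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM, for the 25788 genes with at least 0.1 FPKM in at least 3 of the 12 libraries. The group means of all 12 libraries were fitted together with limma, so that the 4 groups shared one estimate of the spread between replicates, and p-values were adjusted by the Benjamini-Hochberg method. As in the study, DEGs were genes with a fold change of at least 2 and an adjusted p under 0.05. The DEGs of the study came from Cuffdiff, which starts from the reads and was not run here. The FPKM values were used as deposited, without further scaling between libraries.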

To explore candidate genes related to salt tolerance, RNA-seq analysis was performed using RNA extracted from roots of 93-11 and 9L136 after 0 (CK) and 1 h (ST) treatment with 125 mM NaCl. 

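The clean reads listed for the 12 libraries in Supplementary Table S4 sum to 691953922, with 42646908 to 85321050 reads per library. The share of mapped reads was 79.6% ± 3.9 (SD, n = 12 libraries), and ranged from 68.6% in 9L136-ST replicate 3 to 83.4% in 93-11-ST replicate 2. The 1998 loci of Supplementary Table S3 that were read here had the same FPKM values as the deposited files, with 0 differing values. Between 25725 and 27521 loci per library had an FPKM above 0. For 2837 genes under 1 FPKM in every library, 40.7% of 19329 ratios of a value to the gene's smallest value were within 0.05 of a whole number once each value was multiplied by the mapped reads of its library. The share was 8.6% without this multiplication and would be 10.0% by chance. The mapped reads of Supplementary Table S4 were therefore taken as the depth. In every library, LOC_Os06g47230 had the highest FPKM, and the 2 genes with the highest FPKM held between 28.2% and 48.4% of the sum of FPKM.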

A total of 692 million clean reads (FPKM of all replicas cufflinks showed in Supplementary Table S3) were obtained from 12 libraries, and about 80% of the reads could be mapped to predict gene regions. Sequence read information is summarized in Supplementary Table S4. Both Pearson’s correlation and PCA showed a high correlation among the replicas in each genotype (Supplementary Figure S4, S5 and Table S5). 

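Pearson's r of log2(FPKM + 0.1) was computed across the 25788 genes for each of the 3 pairs of replicates in a group. The mean r was 0.972 ± 0.0020 (SD of 3 pairs) in 93-11-CK, 0.975 ± 0.0013 in 93-11-ST, 0.973 ± 0.0015 in 9L136-CK and 0.979 ± 0.0031 in 9L136-ST. The lowest r of any pair of replicates was 0.970 and the highest 0.982. These coefficients are across genes, which are not independent replicates, and carry no test. Between groups, the mean r of the 9 pairs of libraries was 0.925 for 9L136-CK and 9L136-ST, 0.928 for 93-11-CK and 93-11-ST, 0.955 for 9L136-CK and 93-11-CK, and 0.966 for 9L136-ST and 93-11-ST. The highest r between libraries of different groups was 0.970 (9L136-ST and 93-11-ST). With log2 FPKM without a pseudocount, for the genes above 0 in the libraries compared, the mean r was 0.911 in 93-11-CK, 0.974 in 93-11-ST, 0.896 in 9L136-CK and 0.923 in 9L136-ST. This was the largest change in 3 of the 4 groups, and in 93-11-ST the largest was to 0.945, with a pseudocount of 0.01. When these genes also had at least 0.0001 FPKM, a minimum chosen after seeing the data, the mean r was 0.978, 0.980, 0.980 and 0.983, so that the low values rested on a few values near 0. In the PCA with libraries as columns, as in Supplementary Figure S5, the first component held 94.6% of the variance and had loadings between 0.278 and 0.300 in all 12 libraries. The second component held 2.60% and separated the treatments, with loadings between 0.211 and 0.347 in the 6 CK libraries and between -0.309 and -0.249 in the 6 ST libraries. On the third component (0.90% of the variance) the loadings of 93-11 lay between -0.340 and -0.191 and those of 9L136 between 0.241 and 0.367. These shares include the differences in level between genes, which the first component mostly holds, and are not shares of the variation between libraries. With libraries as observations, the first 3 components held 50.65%, 16.29% and 5.39% of the variance.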

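The RNA-seq values of the 15 genes of Supplementary Figure S6 were taken from the deposited FPKM files. The qRT-PCR measurements themselves were not analysed here. In 9L136, 9 of the 15 genes were up-regulated DEGs after 1 h of salt treatment, 3 were down-regulated DEGs and 3 were not DEGs, with log2 fold changes between -2.19 and 5.50. In 93-11, 6 were up-regulated, 3 were down-regulated and 6 were not DEGs, with log2 fold changes between -2.45 and 5.25. Between the lines under salt stress (9L136-ST/93-11-ST), 8 genes were higher in 9L136, 3 were lower and 4 were not DEGs. Before salt treatment (9L136-CK/93-11-CK), 3 were higher, 3 were lower and 9 were not DEGs. The difference between the salt responses of the lines, the interaction in limma, had a Benjamini-Hochberg adjusted p of 0.11 or more for each of the 15 genes when adjusted over all 25788 genes. Adjusted over the 15 genes alone, a choice made after seeing the data, 5 genes had an adjusted p under 0.05. With the Bonferroni method in place of Benjamini-Hochberg, there were 4. The smallest Benjamini-Hochberg values were those of LOC_Os05g43910 (log2 difference -3.10, adjusted p = 0.0014) and LOC_Os05g44810 (log2 difference 1.65, adjusted p = 0.0023). In log2 fold change, the largest rise was that of LOC_Os05g46480. Its values were 11.9 ± 3.75 FPKM (SD, n = 3) in 9L136-CK and 529 ± 51.8 in 9L136-ST. In 93-11 they were 5.87 ± 2.42 in CK and 216 ± 19.7 in ST. LOC_Os10g34840 showed the largest fall, from 43.9 ± 0.371 to 9.87 ± 3.27 FPKM in 9L136 and from 109 ± 11.6 to 20.0 ± 4.16 FPKM in 93-11. On the log2 scale, the standard error was largest for LOC_Os10g38340, with 27.2 ± 16.2 FPKM in 9L136-CK and 53.2 ± 35.2 in 9L136-ST against 26.2 ± 16.6 in 93-11-CK and 15.7 ± 19.1 in 93-11-ST, and none of its differences had an adjusted p under 0.05 (between 0.23 and 0.97 from limma, and between 0.21 and 0.96 with the replicate number as a block). Within each of the 3 replicate numbers, its FPKM was higher in 9L136-ST than in 93-11-ST and higher in 93-11-CK than in 93-11-ST.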

We also validated the expression levels of 15 randomly selected genes using qRT-PCR, which gave similar results to those of RNA-seq analysis – suggesting that RNA-seq data were reliable (Supplementary Figure S6).

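Of the 25788 genes tested, 5753 were DEGs between 9L136-ST and 9L136-CK, including 1719 up-regulated and 4034 down-regulated genes. Between 93-11-ST and 93-11-CK there were 5500 DEGs, including 1600 up-regulated and 3900 down-regulated genes. The numbers changed by the largest factor when limma tested against the fold threshold of 2 itself, which left 1315 DEGs in 9L136 and 1406 in 93-11. The balance between up- and down-regulated genes changed with the scaling between libraries. After median-ratio scaling of the FPKM values, 2583 genes were up-regulated and 2154 down-regulated in 9L136, and 2288 were up-regulated and 2329 down-regulated in 93-11. The labels number the replicates 1, 2 and 3 in each group. With the replicate number as a block within each line, a pairing taken from the labels, 5661 DEGs were found in 9L136 and 5441 in 93-11. Within a line, CK and ST libraries with the same number did not deviate together from their group means. The mean correlation of these deviations across genes was -0.003 for the 3 same-numbered pairs of CK and ST libraries in 9L136 and 0.001 in 93-11, against 0.002 and 0 for the 6 pairs with different numbers. Between the lines, the mean was -0.137 for same-numbered libraries at CK, against 0.069 for different numbers, and 0.085 at ST, against -0.043. Since the deviations in a group sum to 0, the means for different numbers largely follow from the others and are no separate evidence.
DEGs with at least 5 FPKM in the higher group were ranked by log2 fold change. Only those with every replicate of one group above every replicate of the other were kept. The largest rises in 9L136 were those of LOC_Os01g46600 and LOC_Os11g26760. LOC_Os01g46600 was listed at 0 in all 3 9L136-CK libraries and had 58.4 ± 8.44 FPKM (SD, n = 3) in 9L136-ST. LOC_Os11g26760 rose from 0.458 ± 0.328 to 165 ± 14.9 FPKM. The largest falls were those of LOC_Os08g11490, from 125 ± 20.0 FPKM to a listed value of 0 in all 3 9L136-ST libraries, and of LOC_Os05g12580, from 122 ± 46.1 to 9.41 ± 16.3 FPKM. LOC_Os08g11490 was also listed at 0 in every 93-11 library, so that only the 9L136-CK libraries held a value. LOC_Os05g12580 was listed at 0 in 9L136-ST replicates 1 and 2 and had 28.2 FPKM in replicate 3. Whether a listed 0 in this ranking is absent expression or a failed estimate was not tested. In 93-11, the largest rises were those of LOC_Os01g01180, from a listed value of 0 to 29.2 ± 1.37 FPKM, and of LOC_Os12g05210, from 2.08 ± 0.696 to 488 ± 94.6 FPKM. The largest falls in 93-11 were those of LOC_Os05g45940, from 28.4 ± 19.3 FPKM to a listed value of 0, and of LOC_Os02g45450, from 45.7 ± 33.0 to 0.342 ± 0.192 FPKM. The largest adjusted p of these 8 genes was 0.0237 (LOC_Os05g12580, limma with Benjamini-Hochberg adjustment).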

Global expression analysis showed that a total of 4,650 DEGs, including 2,504 up-regulated and 2,146 down-regulated genes, were detected in IL 9L136 between salt stress (9L136-ST) and normal condition (9L136-CK); and a total of 4,291 DEGs, including 2,173 up-regulated and 2,118 down-regulated genes, were detected in the recipient parent 93-11 between salt stress (93-11-ST) and normal condition (93-11-CK) (**Figure 4A**). 

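In the comparison of the DEGs of the 2 lines, 3988 genes were DEGs in both, 1765 only in 9L136-ST/9L136-CK and 1512 only in 93-11-ST/93-11-CK. With the replicate number as a block, 1724 genes were DEGs only in 9L136. After median-ratio scaling, the number was 1369. Of the 1765 genes, 453 were up-regulated and 1312 were down-regulated in 9L136. Their change in 93-11 had the same direction in 1657 genes (93.9%), and in 876 genes it also had an adjusted p under 0.05 in 93-11. The median absolute log2 fold change of the 1765 genes was 1.21 in 9L136 and 0.76 in 93-11. Conversely, the median of the 1512 genes was 1.24 in 93-11 and 0.77 in 9L136. Across all 25788 genes, the log2 fold changes of the 2 lines had a Pearson's r of 0.821, and across the 7265 genes that were DEGs in either line the r was 0.892; genes are not independent replicates. The difference between the responses of the 2 lines was tested as the genotype-by-salt interaction in the same limma fit. It had an adjusted p under 0.05 and a fold difference of at least 2 in 14 genes, of which 9 responded more positively in 9L136 and 5 more negatively. An unadjusted p under 0.05 was found in 2068 genes. Of the 1765 genes, 7 were among the 14. With the replicate number as a block, 3 genes passed both thresholds of the interaction.

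**Figure D1:**
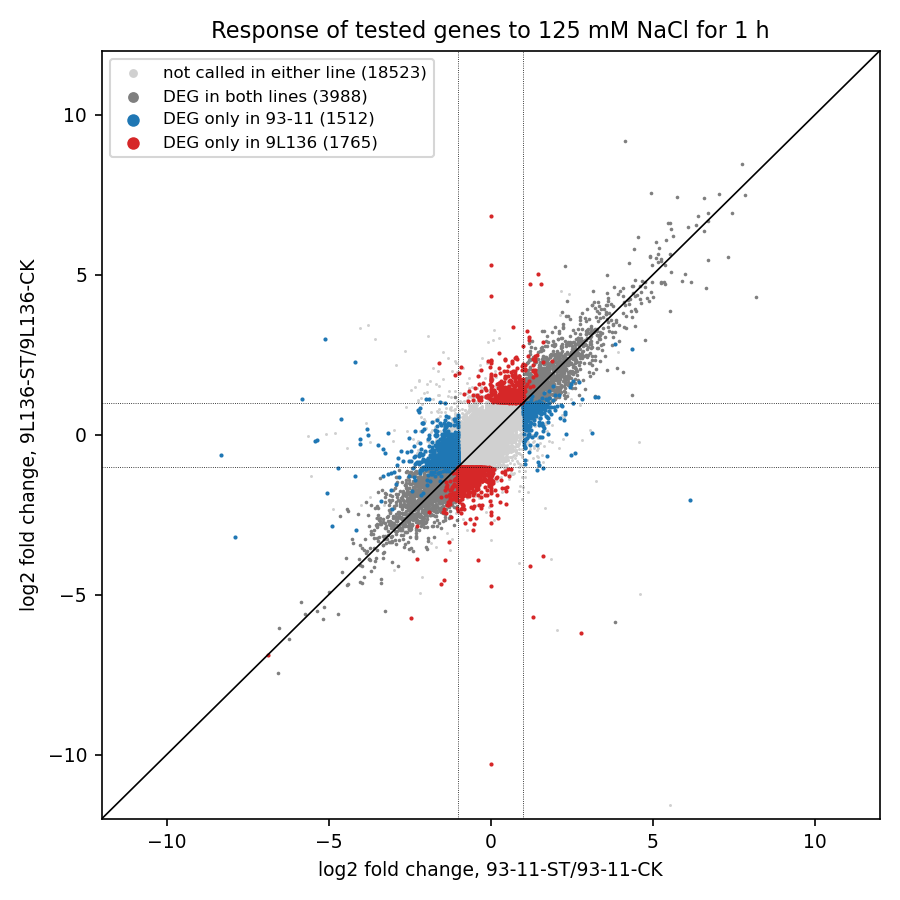
Log2 fold change after 1 h of 125 mM NaCl in 9L136 (vertical axis) against that in 93-11 (horizontal axis), on the log2(FPKM + 0.1) scale, 1 point per gene. Dotted lines mark the fold threshold of 2 and the solid line equal change. The 1765 DEGs only in 9L136 (red) and the 1512 DEGs only in 93-11 (blue) lie mostly just past the threshold of one line, next to the 3988 DEGs in both lines (dark grey) along the diagonal.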

Further comparison of DEGs between 9L136-ST/9L136-CK and 93-11-ST/93-11-CK found that 1,391 genes showed differentially expressed only in 9L136-ST/9L136-CK but not in 93-11-ST/93-11-CK (**Figure 4A**), suggesting that these genes should be specifically induced in IL 9L136 under salt stress.

**FIGURE 4:**
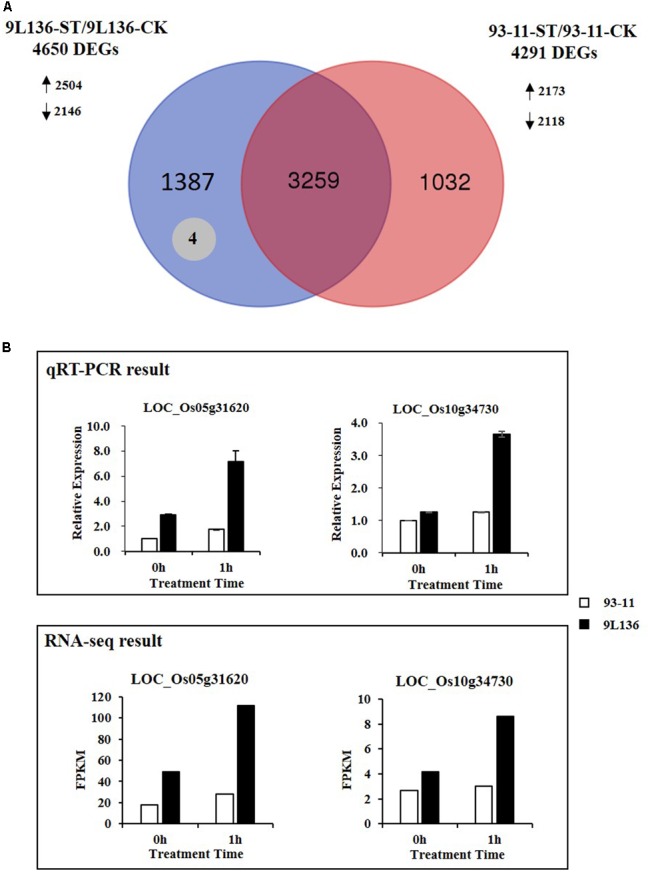
Identification of candidate genes related to salt tolerance from wild rice. **(A)** Venn diagram analysis for RNA-seq data showing differentially expressed genes between 9L136-ST/9L136-CK and 93-11-ST/93-11-CK. There were 1,391 genes showed differentially expressed only in 9L136-ST/9L136-CK but not in 93-11-ST/93-11-CK **(A)**, suggesting these genes should be specifically induced in introgression line 9L136. Among the 1,391 genes, four were co-localized with QTLs for salt tolerance (shown in gray circle). Arrows indicated the up-regulated (↑) and down-regulated (↓) genes. **(B)** Expression profiles of LOC_Os05g31620 and LOC_Os10g34730 detected by qRT-PCR and RNA-seq, respectively.

Additionally, based on the gene annotation information of the rice reference genome (the TIGR Rice Genome Annotation Database), chromosomal regions of two QTLs (*qST5-2* and *qST10*) carried by 9L136 harbored a total of 209 genes. To narrow down the candidate genes for salt tolerance, we further compared the chromosomal location between the 1,391 DEGs and QTL regions, and found that four genes, including *acetyltransferase* (LOC_Os05g31254), *calmodulin-related calcium sensor protein* (*OsCML15*, LOC_Os05g31620), *LRP1* (LOC_Os05g32070), and *GRAM domain containing protein* (GEM, LOC_Os10g34730), were co-localized with the QTLs (*qST5-2* and *qST10*) (Supplementary Table S6). 

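The 3 candidates on chromosome 5 lie between LOC_Os05g31254 and LOC_Os05g32070 in the order of locus numbers. This span holds 78 listed loci, of which 30 were tested, 7 were DEGs in 9L136 and 3 were DEGs only in 9L136. Of the candidates, LOC_Os05g31254 and LRP1 (LOC_Os05g32070) were among the DEGs only in 9L136, and OsCML15 (LOC_Os05g31620) was not. The acetyltransferase gene LOC_Os05g31254 had 0.507 ± 0.214 FPKM (SD, n = 3) in 9L136-CK and 0.146 ± 0.0574 in 9L136-ST, a log2 fold change of -1.26 (standard error 0.37, adjusted p = 0.013 from limma). In 93-11 it had 0.303 ± 0.144 FPKM in CK and 0.133 ± 0.0468 in ST, a log2 fold change of -0.74 (standard error 0.37, adjusted p = 0.11). Multiplied by the mapped reads, its 12 FPKM values were within 0.12 of whole multiples of one step, which would be between 3 and 32 fragments per library, so that counting noise is large. OsCML15 (LOC_Os05g31620) rose from 51.3 ± 13.2 to 90.4 ± 16.0 FPKM in 9L136, a log2 fold change of 0.83 (standard error 0.22, adjusted p = 0.0074), which is under the fold threshold of 2. In 93-11 it had 18.3 ± 2.43 FPKM in CK and 23.2 ± 5.81 in ST (log2 fold change 0.32, adjusted p = 0.24). LRP1 (LOC_Os05g32070) rose from 14.2 ± 0.617 to 29.0 ± 3.86 FPKM in 9L136, a log2 fold change of 1.02 (standard error 0.16, adjusted p = 0.00032). Its log2 fold change in 93-11 was 0.40 (20.6 ± 3.40 to 27.2 ± 5.22 FPKM, adjusted p = 0.052). GEM (LOC_Os10g34730) rose from 4.35 ± 1.42 to 6.99 ± 0.833 FPKM in 9L136, a log2 fold change of 0.72 (standard error 0.23, adjusted p = 0.022), also under the fold threshold of 2, and had 2.75 ± 0.623 and 2.47 ± 0.285 FPKM in 93-11 (log2 fold change -0.13, adjusted p = 0.66). With median-ratio scaling between libraries, OsCML15 and GEM passed the fold threshold of 2 in 9L136, with log2 fold changes of 1.18 and 1.05. In 93-11, the log2 fold changes were then 0.64 for OsCML15 (adjusted p = 0.043), 0.72 for LRP1 (adjusted p = 0.0019) and 0.17 for GEM, all under the fold threshold.
In each of the 4 genes, every 9L136-ST replicate lay on the same side of every 9L136-CK replicate (exact two-sided permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). The difference between the responses of the 2 lines was 0.62 for LRP1, 0.85 for GEM, 0.51 for OsCML15 and -0.52 for LOC_Os05g31254 on the log2 scale. The adjusted p of this interaction was 0.52, 0.55, 0.71 and 0.84 when adjusted over the 25788 genes. Adjusted over the 4 genes alone, a choice made after seeing the data, the p from limma was 0.049 for LRP1 and GEM, 0.16 for OsCML15 and 0.33 for LOC_Os05g31254 with the Benjamini-Hochberg method. With the Bonferroni method over the same 4 genes, the p was 0.067 for LRP1 and 0.098 for GEM. The 4 genes had been selected in the study as DEGs found only in 9L136, so that neither adjustment is independent of the selection.

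**Figure D2:**
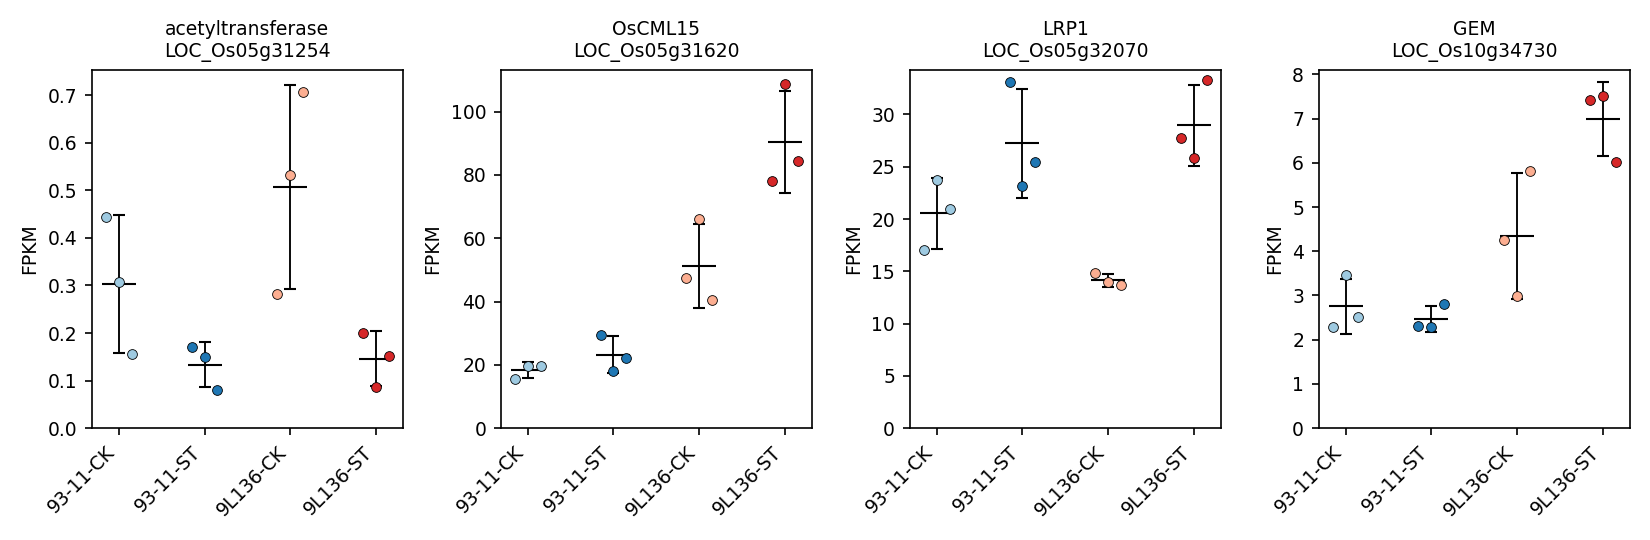
FPKM of the 4 candidate genes in the 3 replicates of each group. Points are libraries, horizontal bars are means and error bars are SD, and each gene has its own vertical axis that starts at 0. OsCML15 has 90.4 FPKM in 9L136-ST against 23.2 in 93-11-ST, while LRP1 has 29.0 and 27.2.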

Of the four genes, two ones (LOC_Os05g31620 and LOC_Os10g34730) were not only specifically induced by salt stress in 9L136 but also showed higher expression level in 9L136-ST compared with 93-11-ST (**Figure 4B**). 

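Under salt stress, OsCML15 (LOC_Os05g31620) had 90.4 ± 16.0 FPKM (SD, n = 3) in 9L136-ST and 23.2 ± 5.81 in 93-11-ST, a log2 fold change between the lines of 1.97 (standard error 0.22, adjusted p = 0.00038 from limma with Benjamini-Hochberg adjustment). GEM (LOC_Os10g34730) had 6.99 ± 0.833 FPKM in 9L136-ST and 2.47 ± 0.285 in 93-11-ST, a log2 fold change of 1.46 (standard error 0.23, adjusted p = 0.0052). In both genes, every 9L136-ST replicate was above every 93-11-ST replicate (exact two-sided permutation test, p = 0.1, the smallest possible). With the replicate number as a block within each treatment, the log2 fold change of GEM was again 1.46, with an adjusted p of 0.058, above the threshold of 0.05. For the other two candidates, the difference between the lines under salt stress was within the spread between replicates, with log2 fold changes of 0.07 for LOC_Os05g31254 (adjusted p = 0.95) and 0.10 for LRP1 (adjusted p = 0.79). Before salt treatment, OsCML15 was already higher in 9L136-CK than in 93-11-CK, with 51.3 ± 13.2 against 18.3 ± 2.43 FPKM (log2 fold change 1.46, standard error 0.22, adjusted p = 0.0023). For GEM, the log2 fold change between 9L136-CK and 93-11-CK was 0.61 (standard error 0.23, adjusted p = 0.11). It was 0.59 for LOC_Os05g31254 (adjusted p = 0.31) and -0.52 for LRP1 (adjusted p = 0.052, and 0.019 with median-ratio scaling). The mean of LRP1 was thus lower in 9L136 before salt treatment, 14.2 ± 0.617 against 20.6 ± 3.40 FPKM, and similar in the lines under salt stress. The paper states that OsCML15 and GEM were induced by salt stress specifically in 9L136, and from the location of DEGs found only in 9L136 in the QTL regions it proposes the 4 genes as candidates associated with salt tolerance at the seedling stage.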

Taken together, four candidate genes associated with salt tolerance at the seedling stage were identified through the strategy of combining QTL mapping and genome-wide expression analysis.

## Discussion

### Comparison of Salt Tolerance-Related QTLs in Different Populations

In previous studies, many QTLs related to salt tolerance were identified and located on 12 rice chromosomes, with most of them identified in cultivated rice. There are few reports of QTLs for salt tolerance in common wild rice. A total of 15 QTLs for salt tolerance were identified on chromosomes 1, 2, 3, 6, 7, 9, and 10 using a set of ILs derived from Yuanjiang common wild rice, and the wild rice derived alleles at 13 QTLs (86.7%) could enhance salt tolerance in the Teqing background (Tian et al., 2011). In our study, we used 285 ILs derived from a cross between elite *indica* variety 93-11 and an accession of Chaling common wild rice to identify 10 QTLs for salt tolerance on chromosomes 1, 5, 7, and 9–12. Comparison of salt tolerance-related QTLs in this study with those reported by Tian et al. (2011) showed that QTL *qST7* mapped near RM5436 on chromosome 7 shared a similar chromosomal region with three QTLs (*qRRW7, qRSW7*, and *qRTW7*); and *qST10*, detected on chromosome 10 near RM258, was located on a similar region with a QTL cluster (*qRRW10, qRSW10*, and *qRTW10*) reported by Tian et al. (2011). Interestingly, the *O. rufipogon*-derived alleles at these QTLs/QTL cluster improved salt tolerance in the cultivated rice background.

We also compared the QTLs in this study with those detected in *O. sativa* populations. The results showed that *qST5-1* near RM3328 on chromosome 5 was in a similar location to *qDLRa5-2* and *QSst5a* (Qian et al., 2009; Liang et al., 2015), and *qST5-2* was located on a similar location to *qDSRs5-1, QDss5, QSf5*, and *QGW5* (Chen et al., 2008; Liang et al., 2015), further confirming the reliability of the salt stress-related QTLs detected in the present study. Moreover, the results indicated that the stable QTLs might be useful for rice breeding using marker-assisted selection and so accelerate the development of salt-tolerant rice varieties.

### Possible Physiological and Molecular Mechanisms Underlying the Salt-Stress Response

Through both cellular and physiological changes, crop plants can respond and adapt to abiotic stresses, thus enabling them to survive (Huang et al., 2012; Kumar et al., 2013; Hoang et al., 2016). Under salt stress, the cell membrane is damaged due to salt damage, resulting in malondialdehyde production. Malondialdehyde is an indicator of reactive oxygen species level and the extent of damage to the membrane, and many free radicals are generated by this damage (Farmer and Mueller, 2013). Peroxidase and catalase are protective enzymes activated after superoxide dismutase, and further remove peroxide and hydrogen peroxide (Apel and Hirt, 2004; Jaleel et al., 2009). In our study, activity of protective enzymes catalase, superoxide dismutase, and peroxidase in 9L136 under salt-stress conditions were significantly higher than in the recurrent parent 93-11. Moreover, the superoxide dismutase increased significantly at 3 days of salt treatment and other substances (peroxidase, catalase, and malondialdehyde) had significant levels at 4 days of salt treatment. This indicated that the superoxide dismutase may remove the initially produced O_2_^–^ and H_2_O_2_, and then peroxidase and catalase further removed or decomposed H_2_O_2_ (Pan et al., 2006), leading to lower reactive oxygen species levels in 9L136 than in 93-11 during salt stress. In addition, the contents of proline and soluble sugars in 9L136 under salt-stress conditions were significantly increased compared with 93-11. The results implied that the cell membrane in 9L136 was protected through increased activities of enzymes that scavenge reactive oxygen species, and more proline and soluble sugars under salt stress conditions, leading to improved salt tolerance.

### Implication of Genes for Salt-Stress Tolerance

Through the platform combining QTL mapping and RNA-seq analysis, four candidate genes were co-localized with QTLs for salt tolerance, including *acetyltransferase* (LOC_Os05g31254), *calmodulin-related calcium sensor protein* (*OsCML15*, LOC_Os05g31620), *LRP1* (LOC_Os05g32070), and *GRAM domain containing protein* (GEM, LOC_Os10g34730). Notably, both LOC_Os05g31620 (*calmodulin-related calcium sensor protein, OsCML15*) and LOC_Os10g34730 (*GRAM domain containing protein*, GEM) had higher expression level in 9L136-ST than in 93-11-ST. There are many GRAM domain-containing protein genes in rice, but only one GRAM domain-containing protein has been reported in rice and may function in plant development (Shu et al., 2005). In *Arabidopsis*, VAD1, a novel GRAM domain-containing protein was first characterized and its expression was in response to a pathogen-infection-dependent salicylic acid pathway (Lorrain et al., 2004). The gene LOC_Os10g34730 may function in stress defense and result in salt tolerance of rice by control of their expression.

We are most interested in *OsCML15*, the calmodulin-related calcium sensor protein gene located in the QTL region. In *Arabidopsis*, several *CML*s have dramatic expression changes under various biotic and abiotic stimuli. *CML10* can modulate stress responses in *Arabidopsis* by regulating ascorbic acid production (Cho et al., 2016). *CML24* may enable responses to abscisic acid, daylength, and various salt stresses (Delk et al., 2005). In young *Arabidopsis* seedlings, *AtCML9* expression is rapidly induced by abiotic stress and abscisic acid, and mutation analysis showed that it plays essential roles in modulating responses to salt stress and abscisic acid (Magnan et al., 2008). Additionally, in rice, a novel rice calmodulin-like gene, *OsMSR2*, was identified, which can enhance drought and salt tolerance and increase abscisic acid sensitivity in *Arabidopsis* (Xu et al., 2011). Consequently, further study of *OsCML15* will be valuable for determining salt-stress mechanisms and in saline-resistance breeding.

## Availability Of Supporting Data

The original RNA-seq data has been uploaded to NCBI (https://www.ncbi.nlm.nih.gov/geo/), and the GEO accession number is GSE101734.

## Author Contributions

Manuscript draft: SW, FL, XM, LT, and CS. Experiments: SW, MC, JZ, and WC. Analyzing data: XM. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The reviewer MJ and handling Editor declared their shared affiliation, and the handling Editor states that the process nevertheless met the standards of a fair and objective review.

# Supplementary material for: Integrated RNA Sequencing and QTL Mapping to Identify Candidate Genes from Oryza rufipogon Associated with Salt Tolerance at the Seedling Stage
**Source:** Front Plant Sci. 2017 Aug 15;8:1427. doi: 10.3389/fpls.2017.01427
**Supplement:** Supplementary file 7

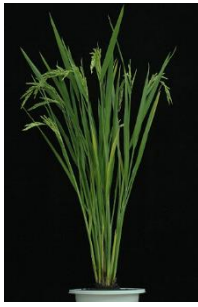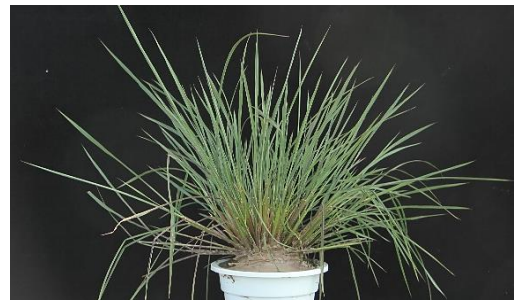

**93-11 (*Oryza sativa* ssp. *Indica*)** × **Chaling common wild rice (*Oryza rufipogon*)**

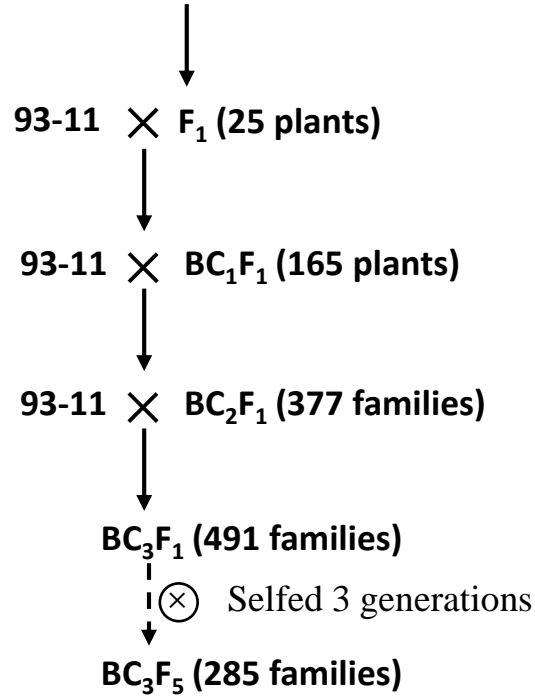

**Figure S1** Development of wild rice introgression line population.

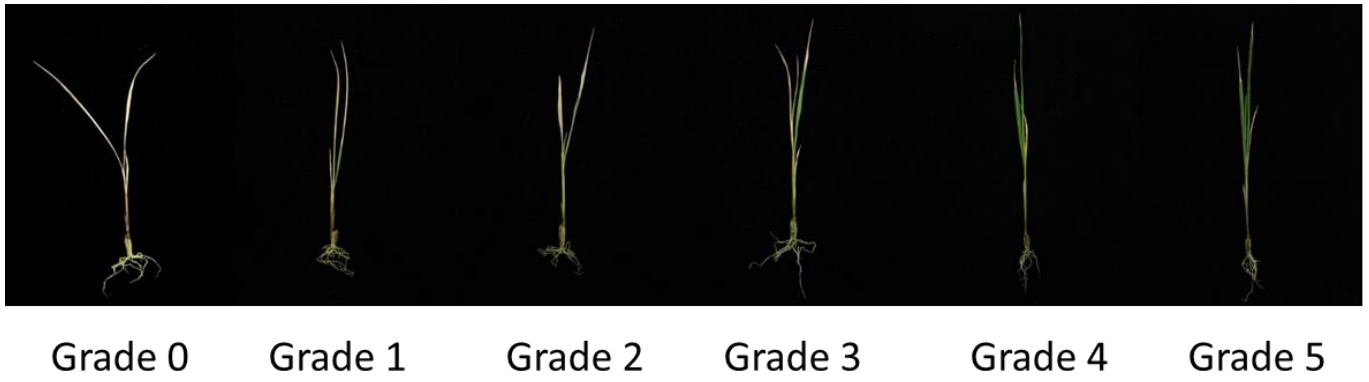

**Figure S2** Salt-tolerance phenotypes of introgression lines after 125 mM NaCl treatment for 9 d in the seedling stage.

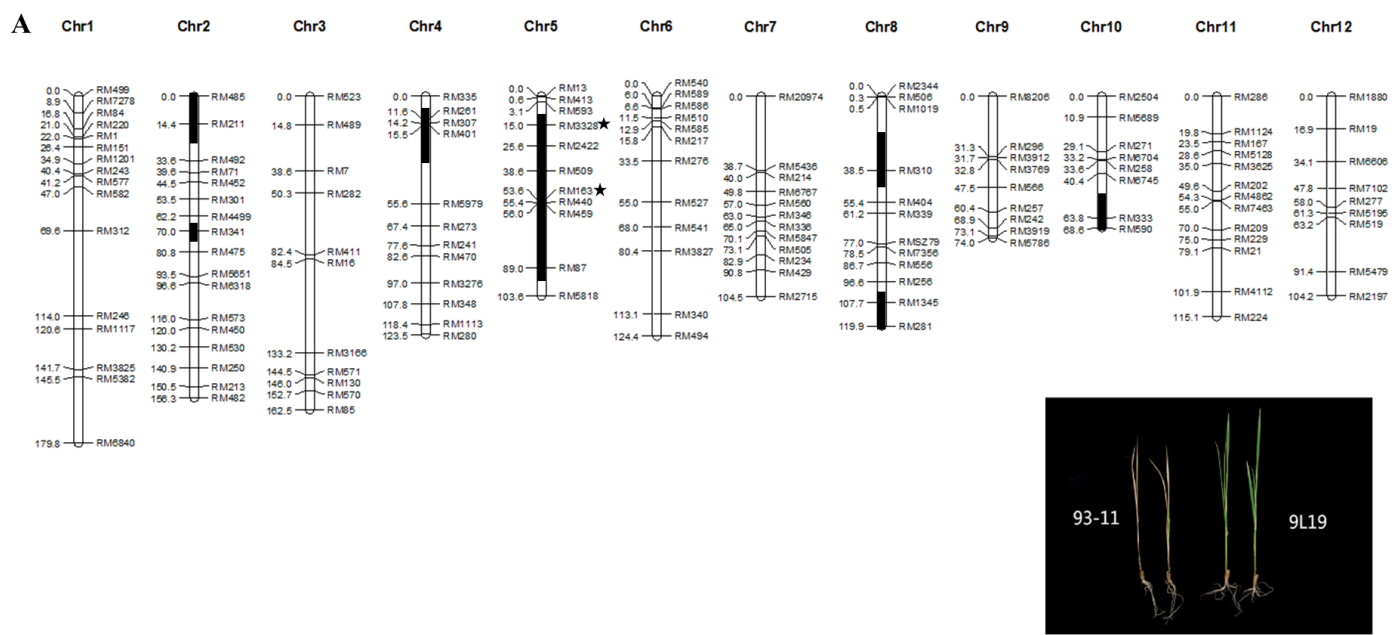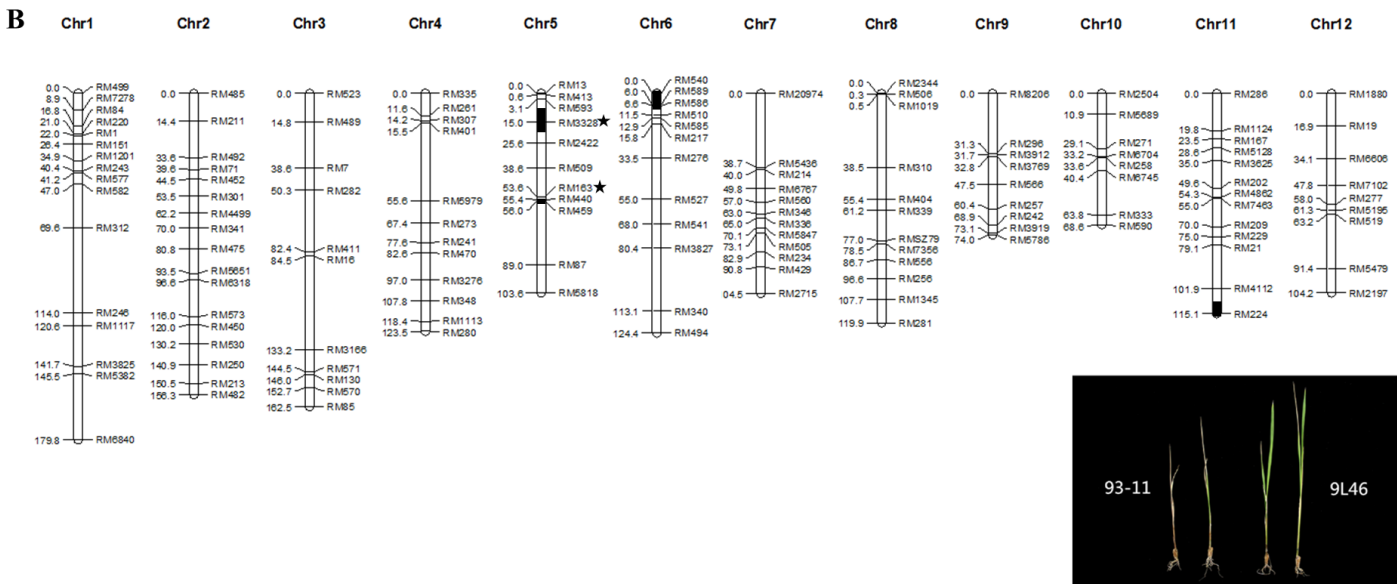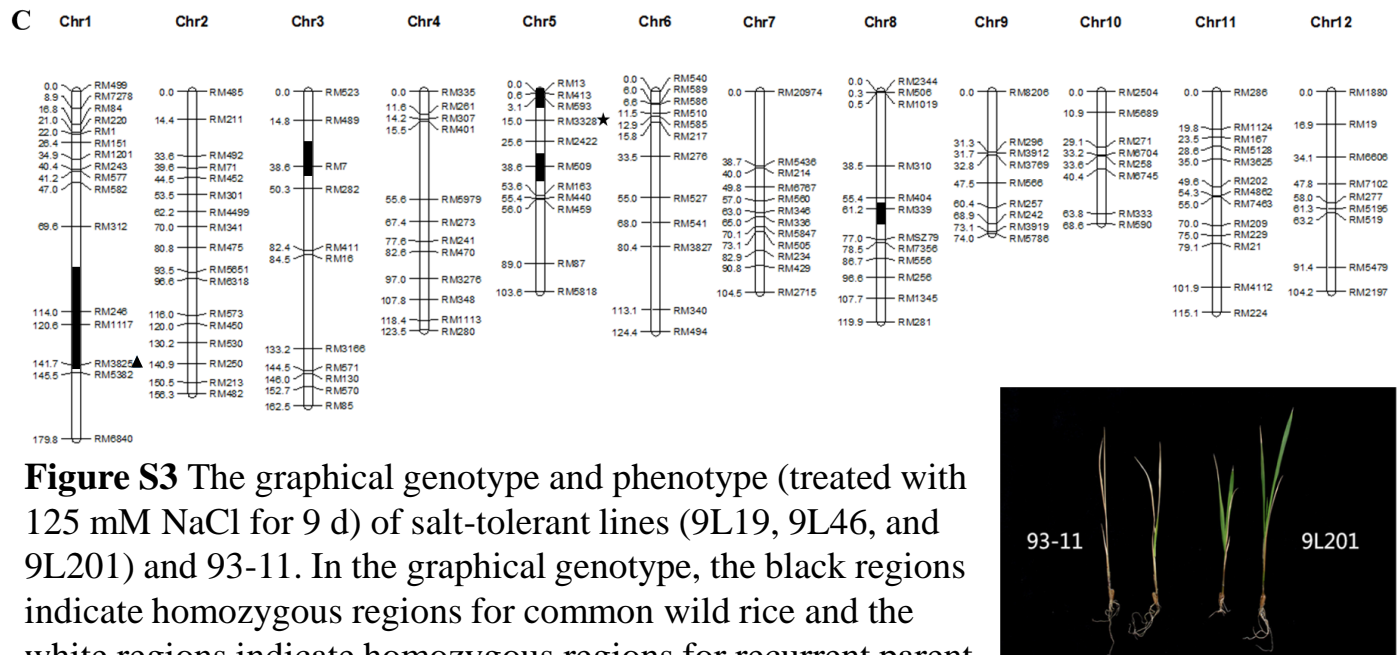

**Figure S3** The graphical genotype and phenotype (treated with 125 mM NaCl for 9 d) of salt-tolerant lines (9L19, 9L46, and 9L201) and 93-11. In the graphical genotype, the black regions indicate homozygous regions for common wild rice and the white regions indicate homozygous regions for recurrent parent 93-11.

A

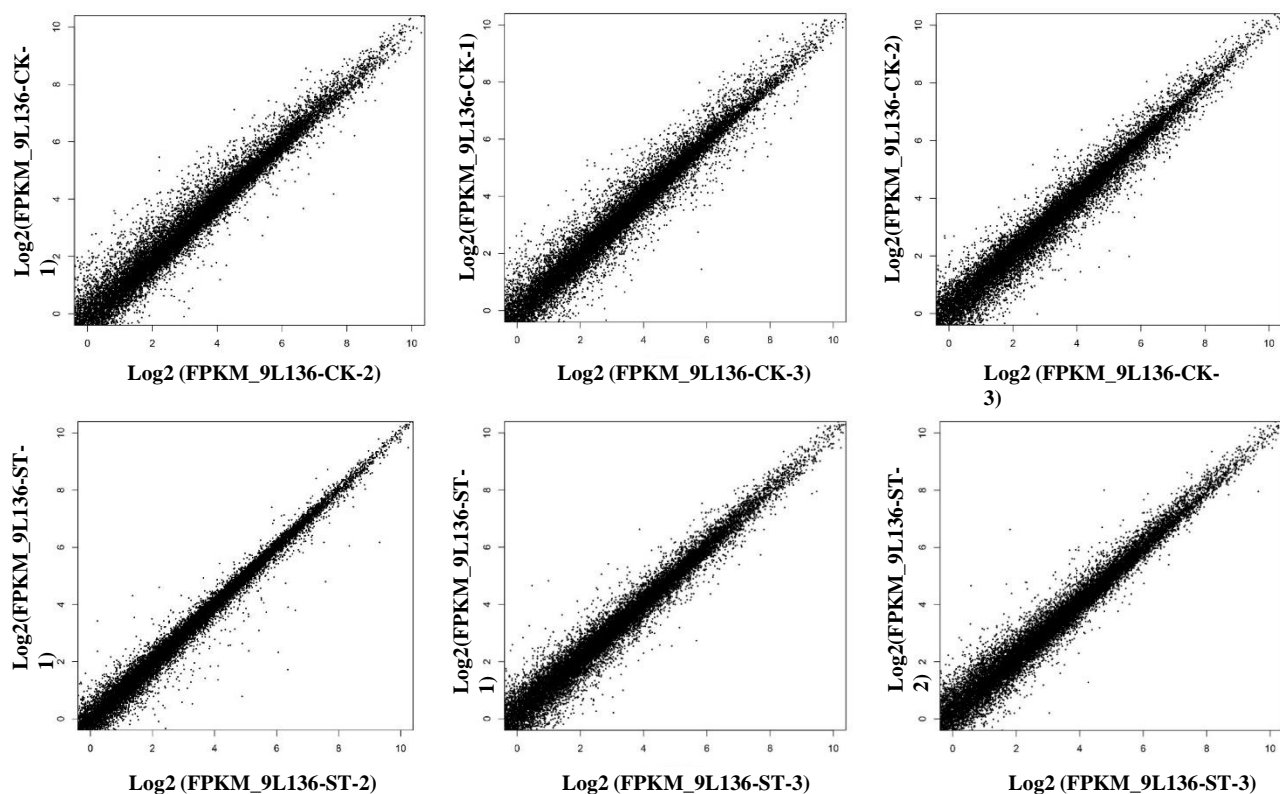

B

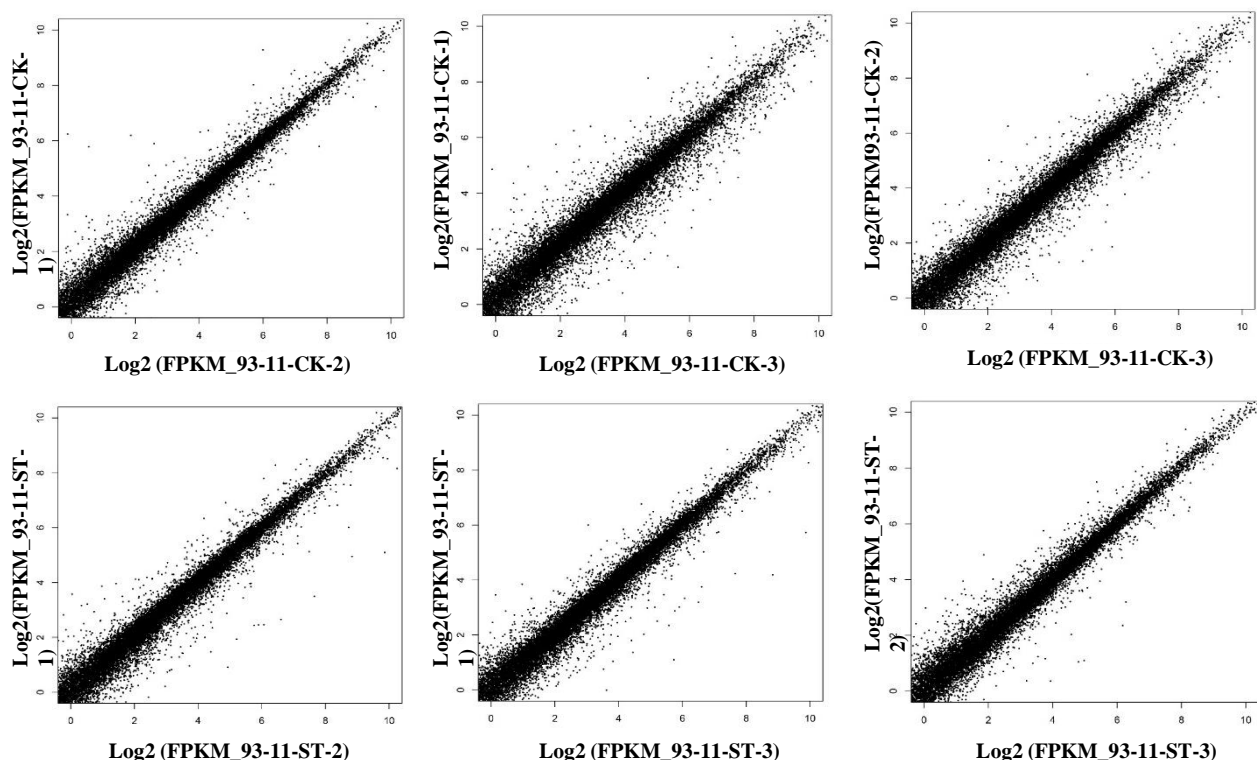

**Figure S4** Pearson's correlation coefficients among biological replicates. (A) Correlations among three biological replicates of 9L136-CK (9L136-CK-1, 9L136-CK-2, and 9L136-CK-3) and 9L136-ST (9L136-ST-1, 9L136-ST-2, and 9L136-ST-3). (B) Correlations among three biological replicates of 93-11-CK (93-11-CK-1, 93-11-CK-2, and 93-11-CK-3) and 93-11-ST (93-11-ST-1, 93-11-ST-2, and 93-11-ST-3).

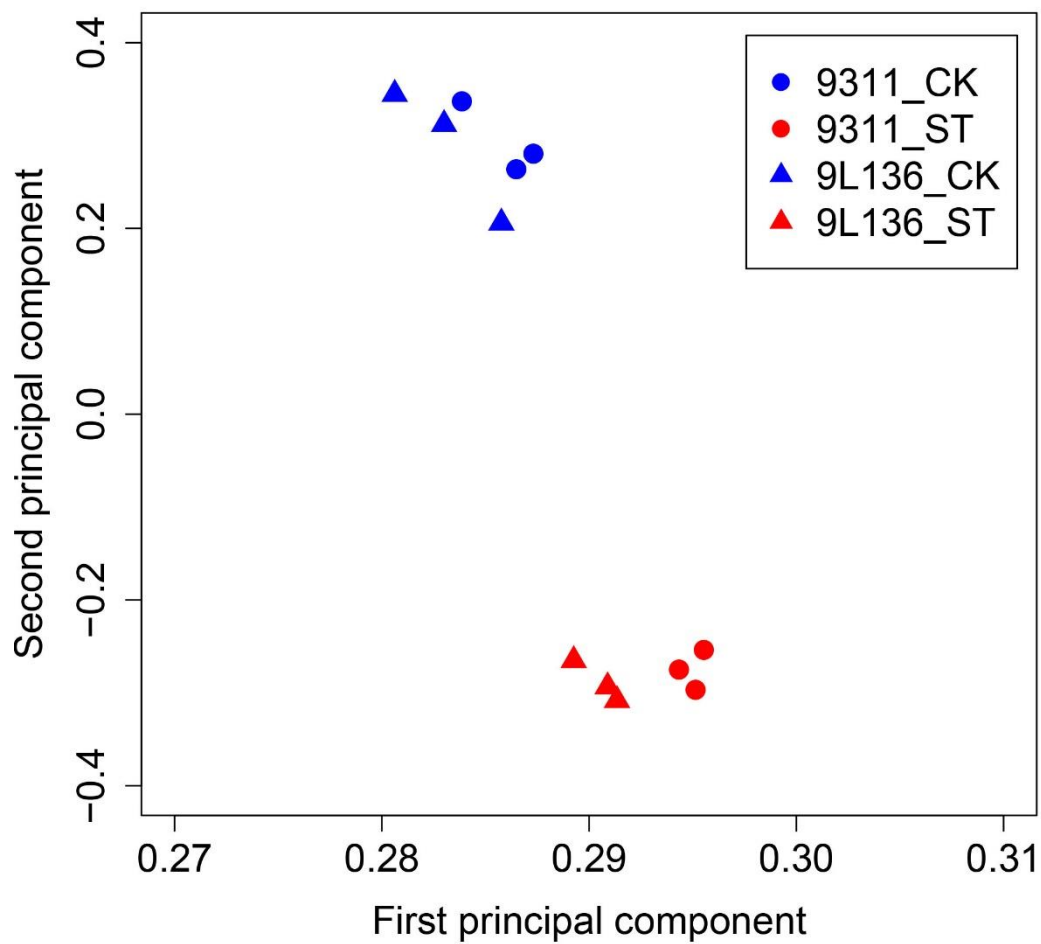

**Figure S5** Principal component analysis (PCA) for all replicas in each genotype.

A

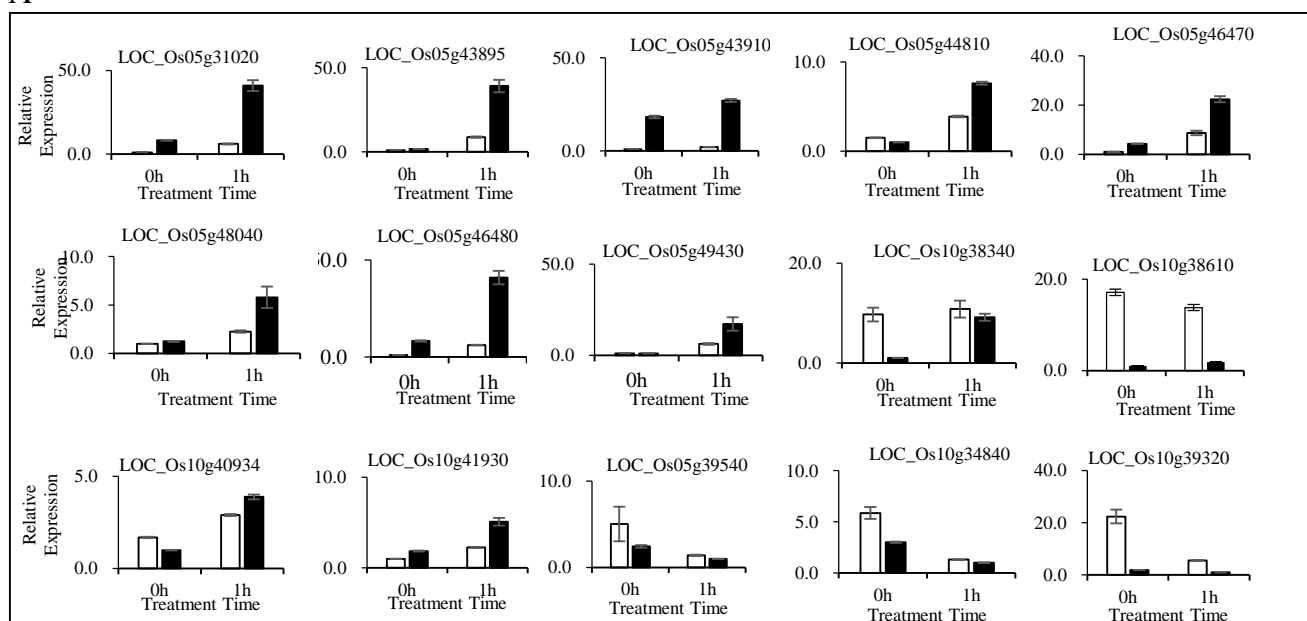

B

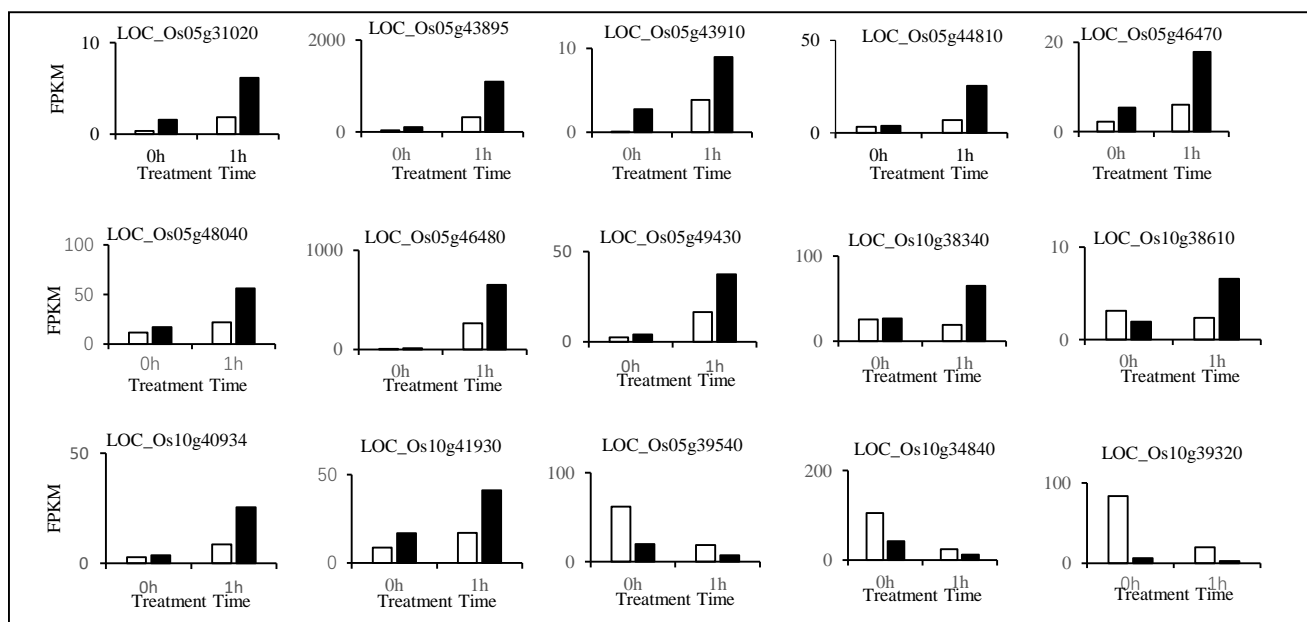

**Figure S6** Validation of expression profile for 15 randomly selected genes using qRT-PCR. A, qRT-PCR result for 15 genes; B, RNA-seq result for 15 genes.

How the deposited data were processed for this re-analysis (not part of the article)

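RNA from roots of the recurrent parent 93-11 and the introgression line 9L136, before (0 h, CK) and after 1 h of treatment with 125 mM NaCl (ST), was sequenced in 12 libraries, 3 biological replicates for each of 93-11-CK, 93-11-ST, 9L136-CK and 9L136-ST. The authors removed adaptors and low-quality reads, mapped the paired-end reads to the Nipponbare genome with TopHat and estimated the FPKM of each MSU locus with Cufflinks, separately for each library. The deposited files hold these FPKM values and no read counts. The control libraries carry no time in their labels, and the time of 0 h was taken from the paper. The labels give no sequencing batch or date, so that no comparison within batches could be made.
Each file lists 55991 rows. Loci were joined by ID after 4 repeated IDs (9 rows) and 2 loci with an unreadable value were left out, which left 55980 loci. Depth was taken from the mapped reads of Supplementary Table S4, between 34258272 and 67246059 per library. At this depth, FPKM values well under 1 rest on few fragments and are imprecise. The FPKM values were used as deposited. The values were transformed to log2(FPKM + 0.1), and the 25788 genes with at least 0.1 FPKM in at least 3 of the 12 libraries were tested.
The 4 group means were fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with a trend of the variance on mean expression, and p-values were adjusted for each comparison by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and a fold change of at least 2 in either direction, the thresholds of the paper. The comparisons were the response to salt in each line, the difference between the lines at CK and at ST, the average effect of salt, the average difference between the lines, and the genotype-by-salt interaction. Single genes were also compared by exact two-sided permutation tests of 3 libraries against 3, whose smallest p is 0.1. Correlations were Pearson's r across genes, and the PCA was computed with prcomp, centred and not scaled. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.
The genes named are those the paper names by locus number, together with, for the salt response of each line, the interaction and the average difference between the lines, the 2 DEGs with the largest rise and the 2 with the largest fall among DEGs with at least 5 FPKM in the higher group and with all replicates on one side. Average differences between the lines were also counted in windows of 50 consecutive tested genes along the 12 chromosomes, in the order of locus numbers. A window stood out when its count exceeded the 99.9th percentile of the largest count in 1000 random reorderings of the genes.
The fit was tested on simulated data with 200 changed genes and a log2 fold change of 2 in 9L136. It called 186 of them in the salt response of 9L136 with 10 unchanged genes, and 171 in the interaction with 8 unchanged genes. The changed genes were drawn only from genes above a minimum expression in 93-11-CK, and the simulated noise was normal. These counts therefore do not give the power for genes with low FPKM or for smaller differences, such as those of the candidate genes.
The alternatives tried were pseudocounts of 1 and 0.01, no filter on low values, a minimum of 1 FPKM, median-ratio scaling and quantile normalization between libraries, no trend of the variance, fold changes from the ratio of group means, the replicate number as a block, each library left out in turn, fits of only the 6 libraries compared, limma treat, a fold threshold of 1.5, and the adjusted p alone. For correlation and PCA, log2 FPKM without a pseudocount was also tried. For the genes the paper names, p-values of the interaction were also adjusted over smaller sets, by the Benjamini-Hochberg and Bonferroni methods. These sets were the 15 genes of Supplementary Figure S6 and the 4 candidate genes.
Cuffdiff needs the reads and was not run. The qRT-PCR, QTL mapping, seedling and physiological measurements were not analysed here. A genome with the MSU locus positions was not used here, so that loci were ordered by their numbers, and the paper's list of genes in the QTL regions was not analysed here.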

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

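Of the tests in this part, those on loci at 0 for the interaction, on splits that swap as many pairs at CK as at ST, on salt-responsive neighbours, on overall scale and on mapping for the chromosomal windows, and those for the loci at 0 in 93-11, were chosen only after the result was seen.
The response to salt differed between 9L136 and 93-11, by the genotype-by-salt interaction in limma, in 14 genes, 9 with a more positive and 5 with a more negative response in 9L136. The largest differences among genes with at least 5 FPKM were those of LOC_Os10g36610 (log2 difference 6.84, adjusted p = 0.00019), LOC_Os03g16320 (5.31, adjusted p = 0.0056), LOC_Os08g11490 (-10.28, adjusted p = 5.7e-09) and LOC_Os01g22320 (-2.41, adjusted p = 0.047). The ranking kept only genes whose 9 differences between ST and CK libraries in one line all lay on one side of the other line's. That separation was thus part of the choice of these 4 genes and is not further evidence. Swapping the lines within same-numbered pairs gave as many genes in 4 of the 32 splits, the real one included. The other 3 swap unequal numbers of pairs at CK and at ST, and so carry part of the average difference between the lines (largest count 2842). Among the 10 splits that swap as many pairs at CK as at ST, 1 gave as many, the real one, and the largest other count was 2. These others mix the lines within each group, and the share cannot be under 0.1. A technical explanation is that these are loci listed at 0 in all 3 libraries of a group (with no spread between replicates there). This held for 10 of the 14 genes. It did not hold for the other 4, LOC_Os02g04640, LOC_Os06g33100, LOC_Os08g09010 and LOC_Os08g13930, with adjusted p-values between 0.01 and 0.047. Without the 867 tested genes with such a group, 0 genes passed, and 1923 of 24921 genes had an unadjusted p under 0.05. Leaving out genes with small p-values raises the adjusted p of the others by itself, to between 0.085 and 0.12 for these 4 genes, so that this count does not decide the explanation. The greater depth of the 9L136-ST libraries would make genes appear only there, which was so for 1 of the 14 genes, and so explains few of them. Loci at 0 may account for the 10 genes with such a group and not for the other 4. The splits cannot tell whether the number of interaction genes is a grouping by accident.
The paper draws wild rice segments of 9L136 on chromosomes 3, 5 and 10 (Figure 2A). Windows with many DEGs for the average difference between the lines stood out not only on chromosomes 5 and 10 but also in 4 windows on chromosome 8 and 1 window on chromosome 1, which the paper does not discuss. In these 5 windows, 68 of 250 genes were DEGs (27.2%), against 56 of 200 (28%) in the windows on chromosomes 5 and 10 and 693 of 25308 (2.7%) elsewhere. At the end of chromosome 3, 4 of 222 genes were DEGs. All 4 were higher in 9L136 and lay in the window from LOC_Os03g63480 to LOC_Os03g64140 (8% of 50 genes). That window did not stand out, and a short segment there is not excluded. Noise in genes with low FPKM would not reach well-expressed genes, but among genes with at least 5 FPKM the share was 22.5% in the windows on chromosomes 8 and 1 and 2% elsewhere. Neighbouring genes that respond to salt do not explain the windows as a set, since 19.2% of their genes were salt DEGs against 21.9% elsewhere. The share was between 10% and 22% in single windows, except for 30% from LOC_Os08g06940 to LOC_Os08g08020, where this explanation is not excluded. After median-ratio scaling 6 windows stood out on these chromosomes, so that a difference in overall scale does not account for them. Without loci at 0 in a whole group, 2 windows stood out on chromosome 8 in place of 4, and 2 on chromosome 1 in place of 1, in all 4, so that such loci do not account for all of the windows. A difference between the lines confined to the CK or to the ST libraries would leave no window in both comparisons, and 1 window on chromosome 8, from LOC_Os08g12940 to LOC_Os08g14390, stood out in both. The other 3 windows on chromosome 8 stood out in the ST comparison and not in the CK comparison, as a difference confined to ST would give. Whether they differ between CK and ST was not tested. The window from LOC_Os10g38140 to LOC_Os10g39110 on chromosome 10 likewise stood out at ST only. On chromosome 5, the windows that start at LOC_Os05g30530 and LOC_Os05g39990 stood out at CK only. Standing out in 1 comparison alone thus also occurs on chromosomes with drawn segments, and does not decide the explanation for the 3 windows. The 1 window in both is in line with a sequence difference between the lines at its position, such as wild rice DNA, as a candidate explanation. The window on chromosome 1 stood out in neither comparison alone, and it was lost with a pseudocount of 1 and with windows of 25 genes. Reads of one line mapping less well to the reference could also give such windows. Of the 68 DEGs, 61.8% were higher in 9L136, which does not decide it, so that a difference in expression cannot be told apart from a difference in mapping.
Expression in 9L136 alone was seen at 46 loci that were listed at 0 in all 6 libraries of 93-11 and had at least 0.1 FPKM in all 6 of 9L136, against 1 locus the other way. The paper does not report these loci. Too few fragments in the 93-11 libraries do not explain all of them, since 15 had at least 1 FPKM in all 6 libraries of 9L136, against 0 the other way (a count without a test). Failed estimates scattered over the genome would follow the tested genes, but 69.6% of the 46 loci lay on chromosomes 1, 5, 8 and 10, which hold 34.4% of the tested genes. These chromosomes were chosen for their windows of DEGs in the same data, so that this share is not independent evidence against scattered failures. Chromosome 5 held 16 of them, chromosome 2 held 9, chromosome 8 held 8, chromosome 10 held 6 and chromosome 1 held 2, so that chromosome 2, where no window of 50 genes stood out with the filter used, held more than chromosomes 8, 10 or 1. Wild rice sequence that is absent from or too different in 93-11 may be a source of these loci. Whether it changes expression or only the mapping of reads was not tested and cannot be told apart here.
Before salt treatment, 1074 genes were DEGs between 9L136-CK and 93-11-CK, 581 higher and 493 lower in 9L136, a comparison the paper does not report. Among the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 1 gave as many, the real one, and the largest other count was 20. The share cannot be under 0.25 in this design, so that these splits cannot exclude a grouping by accident. A biological explanation other than the difference in genotype was not tested.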

How the results depend on the processing

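The test of the PCA and the correlations with a minimum of 0.0001 FPKM, the scaling to equal sums without the 2 highest genes, and the adjustment of the interaction over the 15 genes of Supplementary Figure S6 and over the 4 candidates, were chosen only after the results were seen. The other alternatives in this part were chosen before the data were examined.
The counts of DEGs depended most on the fold threshold and how it was tested. In what follows the counts are given in the order of salt in 9L136 (5753 as reported), salt in 93-11 (5500), 9L136-ST/93-11-ST (473), 9L136-CK/93-11-CK (1074), the average salt effect (5648), the average genotype effect (817) and DEGs only in 9L136 (1765). They were 1315, 1406, 117, 134, 2052, 167 and 389 with limma treat, 3336, 3216, 248, 538, 3153, 349 and 954 with a pseudocount of 1, 10190, 9550, 801, 2182, 10911, 2351 and 2694 with a fold threshold of 1.5, and 13532, 12832, 956, 3108, 16570, 4915 and 3034 with the adjusted p alone. With the replicate number as a block, 309 DEGs were found in 9L136-ST/93-11-ST. The cause was not tested.
Up-regulated and down-regulated DEGs were 603 and 712 in 9L136 and 592 and 814 in 93-11 with limma treat, 2641 and 7549, and 2433 and 7117, with a fold threshold of 1.5, and 3410 and 10122, and 3256 and 9576, with the adjusted p alone. A pseudocount of 1 gave 2082 down-regulated DEGs in 9L136 and 2029 in 93-11. Median-ratio scaling gave 2583 up-regulated and 2154 down-regulated DEGs in 9L136 and 2329 down-regulated in 93-11, and quantile normalization gave 2138 and 2059 down-regulated. The median-ratio factors averaged 1.086 in 93-11-CK and 1.16 in 9L136-CK, against 0.869 in 93-11-ST and 0.915 in 9L136-ST. A difference in overall scale between CK and ST libraries is thus a candidate explanation for the balance. Median-ratio scaling centres the changes on 0 by design, so that it cannot decide this. The cause of the other changes was not tested.
The 14 interaction DEGs became 22 with a pseudocount of 1, 23 without a trend, 6 with the ratio of group means, 3 with the replicate block and 7 with limma treat. The cause was not tested.
Across the 12 fits that each left out one library, the counts ranged from 5084 to 6091 for salt in 9L136, from 5071 to 5755 for salt in 93-11, from 7 to 14 for the interaction, from 321 to 479 for 9L136-ST/93-11-ST, from 713 to 1107 for 9L136-CK/93-11-CK, from 5412 to 5900 for the average salt effect, from 735 to 860 for the average genotype effect and from 1371 to 2033 for DEGs only in 9L136.
The salt response of LOC_Os05g31254 in 9L136 (-1.26) lost its call with a pseudocount of 1 (-0.39) and with quantile normalization (-0.94), and ranged from -1.56 to -1.02 with a library left out, 2 of these fits losing the call. With what would be at most 32 fragments per library, its depth limits this result. That of LRP1 (1.02) fell under a fold change of 2 with a pseudocount of 1 (0.98) and ranged from 0.92 to 1.10. That of OsCML15 (0.83) passed a fold change of 2 with median-ratio scaling (1.18) and ranged from 0.68 to 1.03. That of GEM (0.72) passed with median-ratio scaling (1.05) and quantile normalization (1.09) and ranged from 0.48 to 0.95. Its adjusted p rose above 0.05 with the replicate block (0.054) and without 9L136-CK replicate 1 (0.052) or 2 (0.085). The same held without 9L136-ST replicate 1 (0.067) or 2 (0.071), and it stayed under 0.05 in the other alternatives. Between the lines under salt stress, OsCML15 kept its call in every alternative run, from 1.81 to 2.16 with a library left out. GEM (1.41 to 1.56) had an adjusted p of 0.058 with the replicate block (1.46). In 93-11, LOC_Os05g31254 (-0.74) became a salt DEG when 93-11-CK replicate 3 was left out (-1.03, adjusted p = 0.047), and in no other alternative. In that fit it was not a DEG only in 9L136. The cause was not tested.
Small log2 fold changes that did not pass the threshold reversed. With a library left out in turn, LOC_Os05g31254 in 9L136-ST/93-11-ST ranged from -0.10 to 0.26 (-0.17 with quantile normalization), LRP1 (LOC_Os05g32070) in the same comparison from -0.01 to 0.25, and GEM (LOC_Os10g34730) in 93-11-ST/93-11-CK from -0.25 to 0.04 (0.17 with median-ratio scaling and 0.31 with quantile normalization). In 9L136-CK/93-11-CK, LOC_Os05g44810 ranged from -0.05 to 0.30 and LOC_Os10g38340 from -0.45 to 0.58 (-0.01 with median-ratio scaling). For the 15 genes of Supplementary Figure S6, 1254 of 1320 fits kept direction and call, 42 were weaker and 20 stronger. For the genes named by rule, 305 of 327 did and 22 were weaker. The cause was not tested.
The mean r between replicates (0.972, 0.975, 0.973 and 0.979 in 93-11-CK, 93-11-ST, 9L136-CK and 9L136-ST) was 0.984, 0.987, 0.985 and 0.989 with a pseudocount of 1, 0.944, 0.945, 0.943 and 0.954 with a pseudocount of 0.01, 0.981, 0.982, 0.981 and 0.984 without a filter, and 0.964, 0.970, 0.965 and 0.973 with a minimum of 1 FPKM. Without a pseudocount it was 0.911 in 93-11-CK, 0.896 in 9L136-CK and 0.923 in 9L136-ST, and 0.978, 0.980, 0.980 and 0.983 in the 4 groups when genes also had at least 0.0001 FPKM. The gap between CK and ST on the component that separates them was 70.1% of its range, and -41.8% without a pseudocount, that is, an overlap. This came from 21 of 23108 genes with values down to 4.7e-88 FPKM, since the gap was 70.9% without them. The windows of DEGs between the lines stood out on 4 chromosomes and on 3 to 5 under the alternatives.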

Differences from the paper's values

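A difference is counted here as closed when it is no larger than the error, which is the SD between replicates or, for a log2 fold change, the standard error, and for a number of DEGs when neither value is more than 1.5 times the other.
The paper's number of down-regulated DEGs in 9L136 is 2146, against 4034 here. Of the alternatives set before the data were examined, a pseudocount of 1 (2082), median-ratio scaling (2154) and quantile normalization (2138) closed the gap, and 22 did not. For 93-11 the paper's number is 2118, against 3900 here. The same alternatives closed that gap, with 2029, 2329 and 2059, and 22 did not. Up-regulated DEGs were 1719 in 9L136 and 1600 in 93-11 here. A pseudocount of 1 lowered them to 1254 and 1187, farther from the paper's numbers, and so matched only the down-regulated DEGs. Median-ratio scaling (2583 and 2288) and quantile normalization (2475 and 2216) brought them closer to the paper's numbers.
The paper's mean r between replicates, from Supplementary Table S5, is 0.982 in 93-11-CK, 0.981 in 93-11-ST, 0.982 in 9L136-CK and 0.984 in 9L136-ST, against 0.972, 0.975, 0.973 and 0.979 here. Without a filter the mean r was 0.981, 0.982, 0.981 and 0.984, which came within the SD between pairs in 93-11-ST and 9L136-ST. In 93-11-CK and 9L136-CK it came closer than the reported values. On values before rounding, it stayed just outside the SD there, which was 0.0014 in 93-11-CK and 0.0009 in 9L136-CK. In 93-11-CK a pseudocount of 1 (0.984) came within its larger SD and 4 alternatives did not. In 93-11-ST log2 FPKM without a pseudocount also came within its SD of 0.0069, although its value (0.974) is farther from the paper's than 0.975, and 3 did not. In 9L136-CK none of the 5 alternatives did. In 9L136-ST 4 did not. A minimum of 0.0001 FPKM without a pseudocount, chosen after seeing the values, gave 0.978, 0.980, 0.980 and 0.983.
For OsCML15 (LOC_Os05g31620), the paper's log2 fold change in 9L136, from Supplementary Table S6, is 1.18, against 0.83 here. Median-ratio scaling (1.18) and leaving out 9L136-CK replicate 2 (1.03) closed the gap, and 20 alternatives did not. In 93-11 the paper's value is 0.68, against 0.32 here, and median-ratio scaling (0.64), quantile normalization (0.49) and leaving out 93-11-ST replicate 2 (0.49) closed the gap, and 19 did not.
For LRP1 (LOC_Os05g32070), the paper's log2 fold change is 1.39 in 9L136 and 0.75 in 93-11, against 1.02 and 0.40 here. Median-ratio scaling closed both gaps (1.36 and 0.72), and 21 alternatives did not in either line.
For GEM (LOC_Os10g34730), the paper's log2 fold change in 9L136 is 1.05, against 0.72 here. Median-ratio scaling (1.05), quantile normalization (1.09) and leaving out 9L136-CK replicate 3 (0.95) came within the error, as did leaving out 9L136-ST replicate 3 (0.82), which remains closer to 0.72 than to the paper's value, and 18 did not. In 93-11 the paper's value is 0.18, against -0.13 here, and median-ratio scaling (0.17), quantile normalization (0.31) and leaving out 93-11-CK replicate 2 (0.04) closed the gap, and 19 did not.
The paper lists OsCML15 and GEM among the DEGs found only in 9L136. Here, with log2 fold changes of 0.83 and 0.72, they did not reach the fold threshold of 2 in 9L136. For LOC_Os10g38340 and LOC_Os10g38610, the qRT-PCR panel of Supplementary Figure S6 draws 93-11 above 9L136 at both times. In the FPKM values, LOC_Os10g38340 had 15.7 ± 19.1 FPKM (SD, n = 3) in 93-11-ST and 53.2 ± 35.2 in 9L136-ST. LOC_Os10g38610 had 1.92 ± 0.705 in 93-11-ST and 5.30 ± 1.13 in 9L136-ST. Before salt treatment, LOC_Os10g38610 had the order of the panel, with 3.21 ± 1.27 in 93-11-CK and 2.03 ± 0.639 in 9L136-CK. The adjusted p of that difference was 0.29 from limma. LOC_Os10g38340 was about equal, with 26.2 ± 16.6 in 93-11-CK and 27.2 ± 16.2 in 9L136-CK.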

Other observations

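Of the tests in this part, the one on the threshold for DEGs only in 9L136, the one on splits that swap as many pairs at CK as at ST and the one on overall scale were chosen only after the result was seen, and the scaling without the 2 genes with the highest FPKM was chosen after the counts of DEGs were seen but before its own result was.
The 1765 DEGs found only in 9L136 may mostly be genes that passed the threshold in one line and just missed it in the other. Of the 453 that were up-regulated, 89% also rose in 93-11, and of the 1312 that were down-regulated, 95.6% also fell. After median-ratio scaling, 92.5% of 1369 such genes changed in the same direction in 93-11. The interaction had an adjusted p under 0.05 in 7 of the 1765 genes (0.4%). When the lines were swapped within same-numbered pairs, 14 of the 32 splits gave at least as many genes called in only 1 line as the real one (3277), and the others ranged from 2503 to 5993. Of these 14, 13 swap unequal numbers of pairs at CK and at ST and so carry part of the average difference between the lines. Among the 10 splits that swap as many pairs at CK as at ST, 1 gave as many, the real one, and the largest other count was 3109. That share cannot be under 0.1, so that the splits do not decide whether the number is larger than a grouping by accident would give. The greater depth of the 9L136-ST libraries would add genes with low FPKM, but 24.7% of the DEGs only in 9L136 were under 1 FPKM in every group, against 25% for DEGs only in 93-11. A response specific to 9L136 was not shown for the set as a whole.
For the salt response, 1 of the 4 splits of the 6 libraries that part the same-numbered pairs, the real one, gave as many DEGs in 9L136, and 1 of 4 in 93-11. The same held for 9L136-ST/93-11-ST, with 1 of 4. None of these shares can be under 0.25. For the averages over the other factor, 1 of 32 splits, the real one, gave as many DEGs, for salt (5648, largest other 2040) and for the lines (817, largest other 32).
Among salt DEGs in 9L136, 70.1% were down-regulated. The 2 genes with the highest FPKM do not account for most of this, since the share was 65.8% when libraries were scaled to equal sums without them. A difference in overall scale between CK and ST libraries is a candidate explanation, since the share was 45.5% after median-ratio scaling. That scaling centres the changes on 0 by design, so that a real excess of falls cannot be told apart from a difference in scale.
Between the lines on average, 817 genes were DEGs, 469 higher and 348 lower in 9L136. The largest rises were those of LOC_Os10g40520 (log2 fold change 9.61) and LOC_Os10g35100 (8.80), and the largest falls those of LOC_Os11g30770 (-3.58) and LOC_Os03g19420 (-3.40).
For the 4 candidate genes, the FPKM of Supplementary Table S6 divided by the mean of the deposited FPKM lay between 0.96 and 0.97 in 93-11-CK and in 9L136-CK, between 1.22 and 1.23 in 93-11-ST and between 1.23 and 1.24 in 9L136-ST.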
